# SIZ1‐Mediated SUMOylation of LBD29 Recruits ARF7 to Fine‐Tune Auxin Signaling in Lateral Root Development

**DOI:** 10.1002/advs.76633

**Published:** 2026-07-17

**Authors:** Jiaxuan Sui, Qianlan Yin, Yiying Chen, Liping Zhang, Xiuyuan Yu, Qianqian Yu, Zhaojun Ding, Xiangpei Kong

**Keywords:** auxin signaling, lateral root, LBD29, SIZ1, SUMOylation

## Abstract

Auxin signaling orchestrates plant development through TRANSPORT INHIBITOR RESPONSE 1 (TIR1)/AUXIN‐SIGNALING F‐BOXs (AFBs)‐dependent nuclear auxin signaling pathway and emerging posttranslational modification (PTM) mechanisms. Here, we identify Small Ubiquitin‐like Modifier (SUMO) E3 ligase SAP AND MIZ1 DOMAIN‐CONTAINING LIGASE 1 (SIZ1)‐mediated SUMOylation as a critical regulator of auxin signaling. Auxin strongly induces SIZ1‐mediated SUMOylation, which reshapes the SIZ1 interactome and modulates large‐scale protein interactions. Transcriptome analysis shows that nearly 40% of Col‐0‐specific auxin‐responsive genes depend on *SIZ1*, and integrated RNA sequencing and immunoprecipitation–mass spectrometry reveal 103 genes that are co‐regulated at the transcriptional and protein levels. Among SUMOylation targets, the transcription factor LATERAL ORGAN BOUNDARIES DOMAIN 29 (LBD29) plays a key role in auxin‐mediated lateral root formation. SUMOylation promotes LBD29 ‐ AUXIN RESPONSE FACTOR 7 (ARF7) interaction, stabilizing a transcriptional activation complex that enhances downstream gene expression. Consistently, both *siz1‐2* and *siz1‐3* mutants show reduced auxin responsiveness and impaired lateral root development. Furthermore, *SIZ1* transcription is induced by auxin in an ARF7‐dependent manner, establishing a feedback loop. These findings establish a mechanistic framework in which SIZ1‐mediated SUMOylation links LBD29 function with ARF7‐dependent transcription, integrating PTM regulation into the auxin signaling network during lateral root development. This study highlights how dynamic protein modifications fine‐tune auxin signaling to coordinate developmental plasticity.

## 1 Introduction

Auxin is a pivotal regulator of nearly all aspects of plant growth and development [1, 2, 3]. Following the discovery of the TRANSPORT INHIBITOR RESPONSE 1 (TIR1) auxin receptor, understanding of auxin signal transduction has improved significantly [4, 5]. The nuclear‐localized signaling pathway is the most comprehensively studied framework and features three core components: the TIR1/AUXIN‐SIGNALING F‐BOX (AFB) receptor family, AUXIN OR INDOLE‐3‐ACETIC ACID (AUX/IAA) transcriptional repressors, and AUXIN RESPONSE FACTORs (ARFs) [3, 6]. Upon perception by TIR1/AFB receptors, auxins promote the ubiquitination‐dependent degradation of AUX/IAA repressors, thereby releasing ARFs from inhibition and enabling them to regulate the transcription of downstream target genes, ultimately mediating auxin responses. TIR1 also acts as an adenylate cyclase, which catalyzes the production of the second messenger cyclic AMP to mediate auxin signaling [7].

Beyond the TIR1/AFBs‐dependent auxin signaling pathway, recent studies have uncovered multiple alternative mechanisms of auxin perception and response [8, 9, 10]. Many of these pathways are regulated by posttranslational modifications (PTMs). PTMs, including protein phosphorylation, ubiquitination, and SUMOylation, regulate protein stability, enzymatic activity, subcellular localization, and interactions with other proteins or co‐factors [11]. In *Arabidopsis* roots, IAA treatment induces the rapid phosphorylation of approximately 1,000 proteins within just 2 min [12], a process dependent on AUXIN‐BINDING PROTEIN 1 (ABP1) and auxin‐activated transmembrane kinases (TMKs) [13, 14]. Under high‐auxin conditions, TMK interacts with ABP1/ABP1‐like (ABL) proteins to perceive auxin signaling and initiate downstream signaling through the activation of Rapidly Accelerated Fibrosarcoma (RAF)‐like protein kinases [8, 15, 16]. Subsequent proteolytic cleavage of TMK1 releases its C‐terminal kinase domain, which translocates into the nucleus and phosphorylates the non‐canonical Aux/IAA proteins, IAA32 and IAA34. This phosphorylation enhances the stability of Aux/IAAs and represses ARF‐mediated transcription [17]. Auxin‐activated TMK4 phosphorylates TRYPTOPHAN AMINOTRANSFERASE OF ARABIDOPSIS 1 (TAA1), inhibiting its auxin biosynthetic activity and establishing a negative feedback loop [18].

Lateral roots (LRs) are postembryonic organs that increase the surface area of the root system [19, 20]. Their primary functions involve soil anchorage and absorption of water and minerals, thereby providing fundamental support for plant growth and development [19, 21]. LR development can be divided into four key stages: founder cell specification [22], LR primordium (LRP) initiation [22, 23], primordium growth and morphogenesis [24], and LR emergence (LRE) and maturation [25].

During this complex developmental process, auxin plays a crucial regulatory role at all stages of LR formation. During LRP development, the ARF7 and ARF19 mediate auxin signaling through the transcriptional regulation of different downstream target genes [26, 27, 28]. Among these, the LATERAL ORGAN BOUNDARIES DOMAIN (LBD) family of proteins is a key downstream target that primarily promotes LR formation during the emergence stage by regulating *EXPANSIN* gene expression and cell wall remodeling. The mitogen‐activated protein kinase (MAPK) cascade‐mediated phosphorylation plays a crucial role in auxin signaling. The MKK4/5‐MPK3/6 cascade acts downstream of TMK1/4 and INFLORESCENCE DEFICIENT IN ABSCISSION (IDA)‐HAESA (HAE)/HAESA‐LIKE2 (HSL2) to regulate LR development by influencing cell division and cell wall remodeling, respectively [29, 30]. In addition, auxin‐activated MPK3/6 phosphorylates the cell cycle factor DPa, enhancing its stability and maintaining root stem cell identity [31]. MPK14 and VH1‐INTERACTING Kinase (VIK) are also involved in auxin‐induced LR development through phosphorylation of Ethylene Responsive Factor13 (ERF13) [32], which promotes its ubiquitination and degradation via MOS4‐ASSOCIATED COMPLEX 3A (MAC3A)/3B [33, 34]. Collectively, these findings highlight the central role of phosphorylation and other PTMs in fine‐tuning auxin signaling pathways during LR development.

Small Ubiquitin‐like Modifier (SUMO) proteins are ubiquitin‐like polypeptides (∼11 kDa) whose covalent attachment to substrates parallels ubiquitination. SUMOylation is mediated by an ATP‐dependent enzymatic cascade comprising heterodimeric E1 activating enzyme (SAE1/SAE2), E2 conjugating enzyme (SCE1), and E3 ligases [35, 36]. SUMO E3 ligases catalyze substrate‐specific SUMO conjugation by enhancing E2‐substrate interactions. In *Arabidopsis*, only two SUMO E3 ligases have been identified: SAP AND MIZ1 DOMAIN‐CONTAINING LIGASE 1 (SIZ1) and METHYL METHANE SULFONATE SENSITIVITY 21/HIGH PLOIDY 2 (MMS21/HPY2) [37]. SUMOylation is a key regulatory mechanism involved in plant abiotic stress adaptation. For example, SUMOylation of ARF7 suppresses its transcriptional activity during drought stress, thereby restricting LR formation as a part of drought‐induced root plasticity [38]. The *mms21* mutant exhibited impaired primary root development and altered expression of downstream auxin‐responsive genes [39, 40]. Another study revealed that MMS21 regulates root system architecture through the SUMOylation of IAA17, which stabilizes IAA17 by interfering with its TIR1‐mediated degradation [41]. Taken together, these studies highlight SUMOylation as a potentially critical regulator of auxin signal transduction. However, the precise molecular roles and mechanisms of auxin signaling remain unclear.

To further elucidate the role of SUMOylation in auxin signaling and uncover the downstream regulatory factors of SIZ1 involved in auxin‐induced LR formation, we performed immunoprecipitation–mass spectrometry (IP–MS) assays using *SIZ1*‐overexpressing seedlings. This analysis revealed numerous SIZ1‐interacting proteins upon auxin treatment, including well‐established components of the auxin signaling pathways. Notably, auxin was found to influence the substrate preference for SIZ1‐mediated SUMOylation. Complementary transcriptome profiling demonstrated that nearly 40% of auxin‐responsive genes required SIZ1 for proper expression. Using LBD29 as a representative case, we further illustrated how SUMOylation fine‐tuned auxin responses during LR development, underscoring the pivotal role of SUMOylation in auxin signaling and plant developmental regulation.

## 2 Results

### 2.1 SIZ1‐Mediated SUMOylation as a Key Regulator of Auxin Signaling

To explore the role of SUMOylation in auxin signaling, we first examined the SUMOylated protein levels after NAA treatment. As shown in Figure 1A, the SUMO‐protein conjugate level accumulated significantly after 10 µM NAA treatment in Col‐0 seedling roots, whereas this response was markedly reduced in the *siz1‐2* mutant. Because SIZ1 functions as an E3 SUMO ligase at PTMs, we performed IP–MS analysis using the roots of *Pro35S:SIZ1‐GFP* and *Pro35S:GFP* seedlings with or without NAA addition. This analysis identified 3,040 proteins interacting with SIZ1 (Figure 1B), including known SIZ1‐binding partners such as SAE1A/B [42] and SCE1 [42], as well as the reported interactors TOPLESS‐RELATED 1 [43] and SENSITIVE TO PROTON RHIZOTOXICITY 1 (STOP1) [44], which served as critical positive controls under our experimental conditions (Table S1). Comparative analysis of SIZ1‐interacting proteins following NAA treatment revealed that the interaction between SIZ1 and 1,725 proteins was modulated by auxin (Figure 1B). In conclusion, these results indicated that SIZ1 plays a key role in regulating auxin signaling through protein SUMOylation.

**FIGURE 1:**
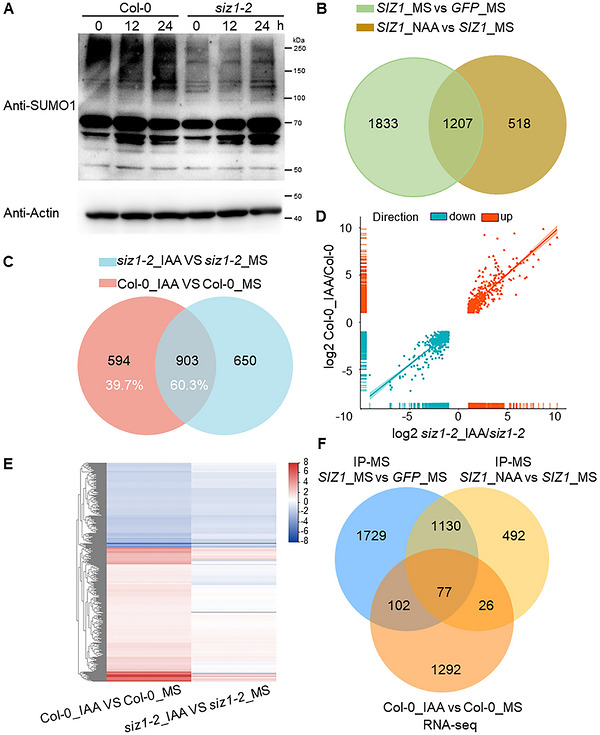
SIZ1 is involved in the auxin signal transduction pathway. (A) NAA induces SUMO1/2 conjugate accumulation that is facilitated by SIZ1. After treatment with 10 µM NAA for 0, 12, and 24 h, total proteins were extracted from 10‐d‐old Col‐0 and *siz1‐2* seedlings' roots and subjected to SDS‐PAGE. Then, the immunoblot analysis of anti‐SUMO1 antibody was performed. Actin was used as the loading control. The experiments were repeated independently three times with similar results. (B) Venn diagram shows the number of differential proteins between those immunoprecipitated from *Pro35S:SIZ1‐GFP* before and after 10 µM NAA treatment. |log^2^|≥ 1. (C) Venn diagram to show the number of differentially regulated genes in Col‐0 and *siz1‐2* before and after 0.5 µM IAA treatment. (D) The dot plot shows genes that are partially dependent on *SIZ1* among the 903 genes. The y‐axis represents the expression levels of genes induced by IAA in Col‐0, and the x‐axis represents the expression levels of these genes induced by IAA in *siz1‐2*. (E) The cluster heatmap shows a cluster analysis of 594 genes dependent on *SIZ1* after auxin treatment. (F) The Venn diagram shows the quantitative relationship between differentially expressed genes at the transcriptional level in Col‐0 and differentially expressed genes at the protein level in *Pro35S:SIZ1‐GFP* before and after auxin treatment.

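Roots of Col-0 and of the *siz1-2* mutant were sequenced without auxin (MS) and after 0.5 µM IAA, with 3 libraries in each of 4 groups and 12 in all. SIZ1 itself (AT5G60410) was at 23.8 ± 2.35 FPKM in Col-0 on MS and 14.0 ± 0.738 FPKM in *siz1-2* on MS (SD, n = 3 libraries each). With IAA it was at 24.8 ± 3.12 FPKM in Col-0 and 14.5 ± 1.94 FPKM in *siz1-2*. The log2 fold change between the genotypes was −0.74 on MS (standard error 0.13, adjusted p = 0.0056 from limma) and −0.76 with IAA (standard error 0.13, adjusted p = 0.0034 from limma). All 6 *siz1-2* libraries were below all 6 Col-0 libraries. An FPKM covers the whole gene model and does not show whether a transcript is intact.

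The paper gives the age of the seedlings as 8 days, and the sample labels give 7 days and an IAA treatment of 3 h. RNA was sequenced and processed by the authors' provider to FPKM (fragments scaled to transcript length and to the library's mapped fragments) per gene. The aligner and the genome build are not given in the sources used here, so no coordinates are reported. The table lists 23853 genes, and the FPKM of a library sum to between 581254 and 636309. It holds no read counts. From the steps between the values of low genes, the depth of each library relative to Col-0 MS replicate 1 was 0.896 to 1.03. Of the genes listed, 18743 had at least 1 FPKM in at least 3 libraries and were tested with limma on log2(FPKM + 0.5), a scale that understates the change of low genes. A differentially expressed gene (DEG) had an adjusted p (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change of at least 1. In gene lists, a member rose or fell if its adjusted p was under 0.05. The lists and the rule for naming genes were fixed before the data were examined, when the values in Table S2 had been read. What separates the replicates (plants, plates or days) is not given in the sources used here, so a p-value measures the spread between these libraries.

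Col-0 IAA replicate 1 stood apart, with 1848 genes more than 1 log2 unit from the mean of the other 2 libraries of its group, against 54 to 536 in the other libraries. The 25 tested markers of green tissue (the Rubisco small subunit, photosystem and antenna genes) had a median of 43.9 FPKM in this library and 35.1 FPKM in *siz1-2* IAA replicate 2. In the other 10 libraries the median was 4.95 to 13.4 FPKM.

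**Figure D1:**
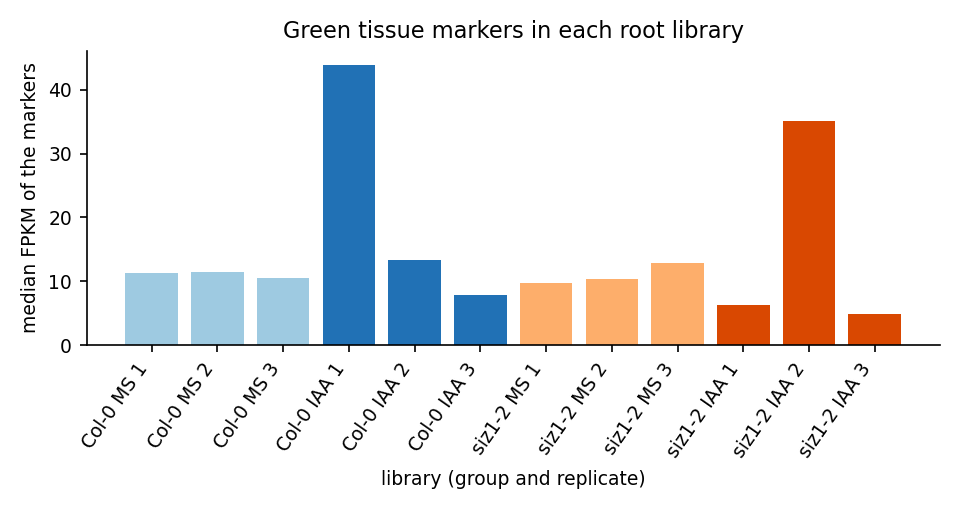
Median FPKM of the 25 green tissue markers in each of the 12 libraries (bars), by genotype and treatment. Col-0 IAA replicate 1 and *siz1-2* IAA replicate 2 reach 43.9 and 35.1 FPKM, above the 4.95 to 13.4 FPKM of the other libraries.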

To further investigate the role of SIZ1 in the auxin signal transduction pathway, we performed RNA sequencing (RNA‐seq) analysis of Col‐0 and *siz1‐2* mutant seedling roots before and after auxin treatment. Transcriptomic profiling identified 1497 differentially expressed genes (DEGs) in Col‐0 plants under IAA treatment, with 903 DEGs (60.3%) shared between Col‐0 and *siz1‐2* (Figure 1C). 

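In Col-0 roots, IAA raised most of the tested genes for GH3 enzymes, which conjugate auxin, for LBD transcription factors of lateral root formation and for primordium initiation. GH3.3 (AT2G23170) went from 1.07 ± 0.140 to 710.1 ± 63.5 FPKM (SD, n = 3 libraries each), a log2 fold change of 8.82 (standard error 0.14, adjusted p = 3.5e-13 from limma). MES17 (AT3G10870), an esterase that hydrolyses methyl-IAA, went from 2.51 ± 0.125 to 149.6 ± 11.1 FPKM (log2 fold change 5.64, standard error 0.12, adjusted p = 6.5e-12 from limma). Among the genes that fell, AT5G46900, of the lipid-transfer protein family, went from 187 ± 36.4 to 3.41 ± 1.68 FPKM (log2 fold change −5.68, standard error 0.36, adjusted p = 1.8e-07 from limma), and its near-identical neighbour AT5G46890 may share its reads. The aquaporin gene NLM1 (AT4G19030) went from 116 ± 4.49 to 4.69 ± 1.38 FPKM (log2 fold change −4.53, standard error 0.18, adjusted p = 2.1e-09 from limma).

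Of the 6 GH3 genes tested, 5 rose and none fell, also when adjusted over the list alone (camera's adjusted p = 0.0393 with an estimated correlation). GH3.2 rose by 5.42 on the log2 scale. Among the 6 auxin-induced LBD genes, 5 rose and none fell, again 5 when adjusted over the list alone (adjusted p = 0.0471 with an estimated correlation), and LBD17 rose by 2.28. Of 13 genes of lateral root initiation and primordia, 9 rose and none fell, and 10 rose when adjusted over the list alone (adjusted p = 0.0471 with an estimated correlation). GATA23, which specifies founder cells, rose by 2.01, WOX11 by 1.67 and LRP1 by 1.19. Of 25 Aux/IAA repressors, 18 rose and 1 fell (20 and 2 when adjusted over the list alone), with log2 fold changes of 4.32 for IAA5, 2.07 for IAA13 and 1.49 for IAA9. For this list camera's adjusted p was 0.147 with an estimated correlation and 1.3e-14 with a preset correlation of 0.01. Of 42 SAUR genes, 14 rose and 4 fell (22 and 7 when adjusted over the list alone, adjusted p = 0.158 with an estimated correlation), and SAUR34 rose by 4.08.

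Of 16 auxin carriers, 5 rose and 2 fell (7 and 2 when adjusted over the list alone, camera's adjusted p = 0.405 with an estimated correlation), with the influx carrier AUX1 up by 1.17 on the log2 scale and the efflux carrier PIN7 by 1.15. Of 9 ACC synthases, which make the precursor of ethylene, 4 rose and 1 fell (5 and 1 when adjusted over the list alone, adjusted p = 0.365 with an estimated correlation): ACS9 rose by 4.23 and ACS5 fell by 2.06. Genes of lateral root emergence and cell separation went both ways, 3 of 10 rising and 3 falling (4 and 3 when adjusted over the list alone, adjusted p = 0.664 with an estimated correlation). The peptide gene IDA rose by 2.14, the polygalacturonase gene ADPG2 rose by 1.98, and XTH23 fell by 1.36. Of 21 expansins, 9 rose and 5 fell (11 and 5 when adjusted over the list alone, adjusted p = 0.669 with an estimated correlation), among them EXPA1 with a log2 fold change of 3.24 and EXPB1 with −3.12.

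All 4 markers of non-hair epidermis fell, also when adjusted over the list alone (camera's adjusted p = 0.158 with an estimated correlation), WER by 1.15 and GL2 by 0.79 on the log2 scale, while MYB23 (−0.84) and CPC (−0.68) did not pass with only the 2 compared groups, and MYB23 did not without Col-0 IAA replicate 1 (−0.57) or any 1 Col-0 MS library (−0.91 to −0.73). Of 12 root hair markers, 5 fell and 1 rose (7 and 1 when adjusted over the list alone, adjusted p = 0.389 with an estimated correlation), with COBL9 at −1.87 and PRP3 at −0.97. Of 15 genes of protein folding in the endoplasmic reticulum, 6 fell and 1 rose (7 and 1 when adjusted over the list alone, adjusted p = 0.405 with an estimated correlation), among them the chaperone BIP2 at −0.91. Of 15 genes of the SUMO machinery, 2 rose and none fell, the same count as when adjusted over the list alone (adjusted p = 0.762 with an estimated correlation), and SUMO2 rose by 0.61. Of the 25 green tissue markers, 5 rose and none fell, also when adjusted over the list alone (adjusted p = 0.762 with an estimated correlation), and all 25 were highest in Col-0 IAA replicate 1 within their group.

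Over all genes, 1211 were DEGs in Col-0, 625 higher and 586 lower with IAA, and 1096 were DEGs in *siz1-2*, 585 higher and 511 lower. With each library centred on its median, 42.6% of the *siz1-2* DEGs were higher, against 53.4%. The DEGs of both genotypes shared 746 genes, 61.6% of those of Col-0, of which 414 rose in both, 332 fell in both and none went opposite ways. Independent lists of these sizes would share 19.5 rising and 16.0 falling genes. Across the 1561 DEGs of either genotype, the log2 fold changes in Col-0 and *siz1-2* had a Pearson r of 0.917, a value across genes, which are not independent replicates.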

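Most GH3, LBD and Aux/IAA genes tested rose with IAA in *siz1-2* roots as well as in Col-0 roots, while SAUR genes went both ways in each. GH3.3 (AT2G23170) rose in *siz1-2* from 13.8 ± 2.86 FPKM on MS to 766 ± 53.9 FPKM with IAA (SD, n = 3 libraries each), a log2 fold change of 5.76 (standard error 0.14, adjusted p = 2.9e-11 from limma). Its response was smaller than in Col-0 by a log2 difference of −3.06 (standard error 0.20, adjusted p = 2.3e-05 from limma's interaction contrast), and its level on MS was higher in *siz1-2* than in Col-0 (adjusted p = 9.5e-08 from limma). SAUR76 (AT5G20820) rose in *siz1-2* by 1.62 on the log2 scale, from 17.1 ± 4.91 to 52.0 ± 4.26 FPKM (SD, n = 3), and by 3.28 in Col-0, but this difference did not pass the test (−1.66, standard error 0.28, adjusted p = 0.11 from limma) except without *siz1-2* MS replicate 2 (−1.89). LBD33, an LBD gene of lateral root formation, rose by 3.76 in *siz1-2* and 2.57 in Col-0 (difference 1.19, standard error 0.32, adjusted p = 0.31 from limma). NLM1 fell by 5.51 on the log2 scale in *siz1-2*, to 1.34 ± 0.166 FPKM (SD, n = 3), and the arabinogalactan gene AGP22 fell by 4.41, to 7.13 ± 1.12 FPKM (SD, n = 3).

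In *siz1-2*, 5 of 6 GH3 genes rose and none fell (6 and 0 when adjusted over the list alone, camera's adjusted p = 0.0309 with an estimated correlation), as did 5 of 6 auxin-induced LBD genes (5 and 0 when adjusted over the list alone, adjusted p = 0.0309 with an estimated correlation). Of 13 genes of lateral root initiation and primordia, 10 rose and none fell (11 and 0 when adjusted over the list alone, adjusted p = 0.0309 with an estimated correlation), and the log2 fold changes of GATA23, WOX11 and the cytokinin response factor CRF2 were 1.70, 2.14 and 1.01. Of 25 Aux/IAA repressors, 18 rose and 2 fell (19 and 2 when adjusted over the list alone, adjusted p = 0.189 with an estimated correlation), with IAA5 at 4.68 and IAA13 at 1.77. Of 42 SAUR genes, 10 rose and 8 fell (14 and 10 when adjusted over the list alone, adjusted p = 0.855 with an estimated correlation), and SAUR34 rose by 3.49 and SAUR35 by 3.46. Of 27 xyloglucan-remodelling XTH genes of the cell wall, 4 rose and 12 fell (5 and 17 when adjusted over the list alone, adjusted p = 0.351 with an estimated correlation). XTH16 fell by 2.39 and XTH31 by 1.37, and XTH22 rose by 3.37. No list differed in its response between the genotypes with an estimated correlation (lowest adjusted p = 0.476 over 37 lists, for the SAUR genes), and 10 did with the preset correlation, among them the SAUR genes, lower in *siz1-2* (adjusted p = 5.4e-07).

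Over the 746 genes called in both genotypes, the median log2 response in the direction of Col-0 was 1.66 in Col-0 and 1.58 in *siz1-2*, and the median of the ratio of *siz1-2* to Col-0 was 0.965. The response was smaller in *siz1-2* for 414 of these genes (55.5%) and at least 0.5 of that in Col-0 for 741. A shared gene needs an absolute log2 fold change of at least 1 in both genotypes, which limits how low its ratio can be. The ratios of this class therefore do not measure how far the response depends on SIZ1. In limma's interaction contrast, 1 of the 746 genes (GH3.3) passed an adjusted p of 0.05 over all genes. Of the same genes, 128 had an unadjusted p under 0.05, and 8 passed when adjusted over these genes alone, which were chosen on the same libraries. Over the 1069 genes called on the mean response of both genotypes, the median difference was −0.10 on the log2 scale (quartiles −0.48 and 0.25), with a smaller response in *siz1-2* for 609 (57.0%). This median was −0.14 to −0.04 on leaving out 1 library and 6.3e-05 with no fold limit, and 35 of 100 regroupings of the genotypes, with the mean genotype difference taken off each gene, gave one as far from 0 as −0.10.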

Dot map analysis showed that the 903 overlapping DEGs were partially dependent on *SIZ1* expression (Figure 1C,D). Among Col‐0‐specific DEGs, 594 (39.7%) were completely dependent on *SIZ1* (Figure 1C,E). 

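Among the DEGs called in Col-0 alone, AT5G14690, which encodes a transmembrane protein, rose in Col-0 from 17.0 ± 1.81 to 74.8 ± 4.55 FPKM and in *siz1-2* from 13.6 ± 0.644 to 23.9 ± 1.07 FPKM (SD, n = 3 libraries each). Its log2 response differed by −1.32 between the genotypes (standard error 0.15, adjusted p = 0.0095 from limma's interaction contrast). SAUR45 (AT2G36210), a small auxin-induced gene, went from 5.40 ± 0.351 to 21.2 ± 3.27 FPKM in Col-0 and from 13.4 ± 2.05 to 16.6 ± 1.93 FPKM in *siz1-2* (SD, n = 3 each), a difference of −1.57 (standard error 0.22, adjusted p = 0.037 from limma). On MS, SAUR45 was higher in *siz1-2* than in Col-0 (log2 fold change 1.23, adjusted p = 0.00042 from limma).

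The other genes named for the smallest interaction p did not pass the test of the difference. The defensin-like gene AT3G59930 rose in Col-0 from 40.0 ± 8.88 to 127 ± 13.7 FPKM and was at 308 ± 33.3 FPKM on MS and 341 ± 60.7 FPKM with IAA in *siz1-2* (SD, n = 3), with a difference between the log2 responses of −1.53 (adjusted p = 0.08 from limma). On MS it was higher in *siz1-2* by 2.95 (adjusted p = 1.2e-06 from limma), as was AT4G12500, of the lipid-transfer protein family, by 3.47 (adjusted p = 7.3e-05 from limma). LBD41 had a log2 fold change with IAA of 2.00 in Col-0 and 0.68 in *siz1-2*, and the gene AT3G03280 one of 1.90 in Col-0 and 0.48 in *siz1-2*. Among the genes that fell in Col-0, CEP3 (AT3G48350) went from 7.43 ± 0.704 to 2.23 ± 0.226 FPKM. In *siz1-2* it went from 2.57 ± 0.680 to 2.01 ± 0.349 FPKM (SD, n = 3), with a difference of 1.27 (adjusted p = 0.21 from limma). Among genes called in *siz1-2* alone, the auxin response factor gene ARF19 rose from 7.31 ± 1.01 to 33.5 ± 6.32 FPKM (log2 fold change 2.11, adjusted p = 0.0009 from limma). In Col-0 it was at 8.42 ± 1.09 FPKM on MS and 19.8 ± 11.2 FPKM with IAA (1.01, adjusted p = 0.063 from limma), and it passed the test there without Col-0 IAA replicate 1 (1.54), with quantile normalization (1.07) or median centring (1.03), with median-of-ratios factors, and with the length trend removed (1.27).

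Of the Col-0 DEGs, 465 (38.4%) were not called in *siz1-2*, 211 of them higher and 254 lower with IAA in Col-0. In *siz1-2*, 442 of these genes had a log2 fold change in the same direction, 197 of them with an adjusted p under 0.05 from limma, and 23 had one in the opposite direction. Their median log2 response in the direction of Col-0 was 1.21 in Col-0 and 0.68 in *siz1-2*, and the median ratio of *siz1-2* to Col-0 was 0.515. The response in *siz1-2* was at least 0.5 of that in Col-0 for 243 of them. In limma's interaction contrast, 2 of the 465 genes (AT5G14690 and SAUR45) passed an adjusted p of 0.05 over all genes, 180 had an unadjusted p under 0.05, and 71 passed when adjusted over these genes alone, which is not independent evidence because they were chosen on the same libraries. The 350 genes called in *siz1-2* alone (31.9% of its DEGs) had a median log2 response of 1.17 in *siz1-2* and 0.68 in Col-0. None of these passed the interaction contrast over all genes, 141 had an unadjusted p under 0.05, and 42 passed when adjusted over these genes alone. A gene that did not pass is not shown to respond alike in both genotypes. On simulated data this contrast called 5 of 50 genes with a fold of 1.5, 24 of 50 with a fold of 2 and 43 of 50 with a fold of 3. Those changes were set in genes above 5 FPKM, with noise independent between genes. The interaction of SAUR45 did not pass in 15 of 24 alternative settings, among them without any 1 library other than Col-0 IAA replicate 1 or *siz1-2* MS replicate 3 (differences of −1.66 to −1.47). That of AT5G14690 did not pass without Col-0 MS replicate 2 (−1.31), *siz1-2* IAA replicate 1 (−1.28) or *siz1-2* IAA replicate 3 (−1.33). From a plot of the induction by IAA in both genotypes, the paper states that the genes called in both depend partially on SIZ1 (Figure 1D), and it states that those called in Col-0 alone depend on it completely (Figure 1E).

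**Figure D2:**
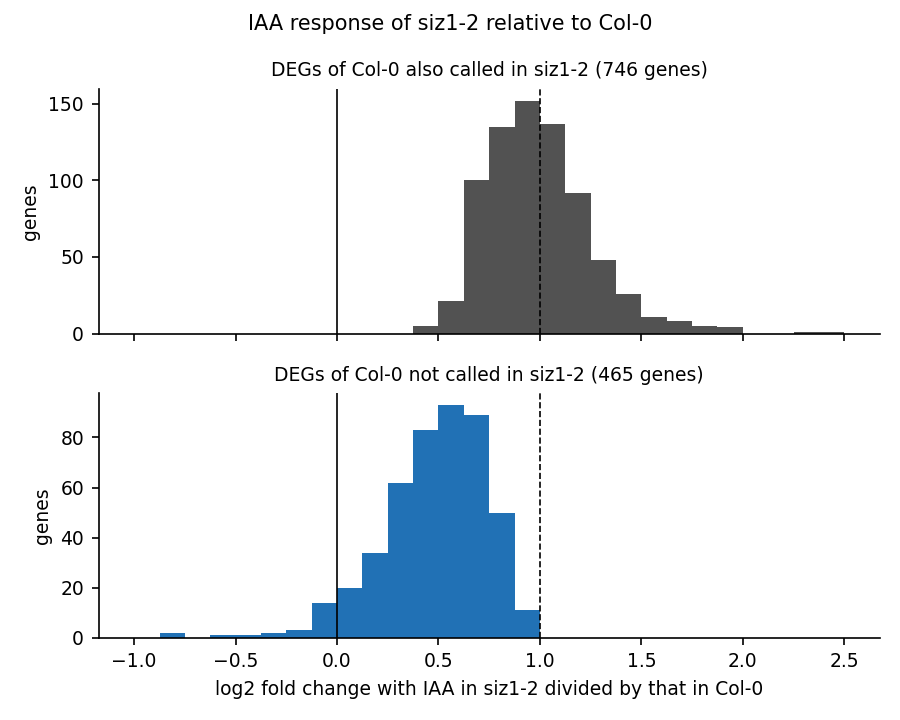
Histograms of the ratio of the log2 fold change with IAA in *siz1-2* to that in Col-0, for the 746 DEGs called in both genotypes and the 465 called in Col-0 alone; the y axes count genes. The medians are 0.965 and 0.515. The definition of the second class keeps its ratios below 1, and that of the first limits how low its ratios can be.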

Associative analysis of the RNA‐seq and IP–MS datasets revealed 103 genes that were co‐regulated by SIZ1 at both the transcriptional and protein levels in response to auxin treatment (Figure 1F).

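The 103 genes of Table S2 include auxin-conjugating enzymes, Aux/IAA repressors and an auxin carrier that rose with IAA in both genotypes. GH3.5 (AT4G27260) rose in Col-0 from 16.7 ± 2.01 to 482 ± 30.7 FPKM and in *siz1-2* from 16.1 ± 1.01 to 407 ± 27.0 FPKM (SD, n = 3 libraries each), log2 fold changes of 4.82 (standard error 0.11, adjusted p = 9.2e-12 from limma) and 4.61 (adjusted p = 2.4e-11 from limma). GH3.6 rose by 4.55 in Col-0 and 4.12 in *siz1-2*, and GH3.1 by 4.08 and 4.34. Among the Aux/IAA repressors, IAA19 rose by 3.14 in Col-0 and 3.11 in *siz1-2*, and IAA18 by 1.27 and 1.99. The auxin efflux carrier PIN3 rose by 1.34 and 1.37, and the gibberellin-regulated gene GASA5 by 5.42 and 4.03.

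Other genes have a fold change in the table for Col-0 alone. PDIL1-3, a protein disulfide isomerase of the endoplasmic reticulum, went from 113 ± 6.52 to 49.9 ± 2.91 FPKM in Col-0 and from 88.7 to 53.5 FPKM in *siz1-2* (SD, n = 3), with log2 fold changes of −1.17 and −0.73, both with an adjusted p under 0.05 from limma. TT7, the flavonoid 3′-hydroxylase gene, had −1.45 in Col-0 and −0.77 in *siz1-2*. The marneral synthase gene MRN1 had −3.00 in Col-0 and −0.43 in *siz1-2*, where its adjusted p from limma was 0.54. It was at 0.318 FPKM on MS in *siz1-2*, a level at which the added 0.5 flattens a change, and the log2 ratios of its mean FPKM were −3.95 in Col-0 and −1.80 in *siz1-2*. AT3G13650, a dirigent-like gene, rose in Col-0 with a log2 fold change of 1.30, and the value in *siz1-2* was 0.06 (adjusted p = 0.85 from limma).

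Of the 103 genes, 57 rise and 46 fall in the paper's table, 102 were tested, and all of these had the paper's direction in Col-0. In limma, 96 passed an adjusted p of 0.05 and 90 were DEGs. The study chose these genes on the same libraries, so their direction is not independent evidence. The table gives a fold change in *siz1-2* for 57 genes, of which 52 were DEGs in *siz1-2*, with a median ratio of the *siz1-2* response to the Col-0 response of 0.930. For the other 46 genes it shows a slash. Of 45 tested, 41 had the same direction in *siz1-2* as in Col-0, 23 of them with an adjusted p under 0.05 and 4 as DEGs, and the median ratio was 0.509. These 4 DEGs lay near the log2 limit of 1, with log2 ratios of mean FPKM in *siz1-2* of 1.059 to 1.086. With median-of-ratios factors, chosen after the data were seen, the same ratios were 0.9603 to 0.9882, all under that limit. None of the 102 genes passed limma's interaction contrast over all genes, 36 had an unadjusted p under 0.05, and 22 passed when adjusted over the list alone. The protein values behind the table were not analysed here.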

Together, auxin‐induced SUMOylation dynamics combined with interactome and transcriptome analyses demonstrated that SIZ1‐mediated SUMOylation plays an important role in auxin signaling responses in root systems.

### 2.2 SIZ1‐Mediated Auxin Signaling Positively Regulates LR Development

To investigate the biological significance of SIZ1 in auxin signaling, we performed a phenotypic analysis and found that both *siz1‐2* and *siz1‐3* exhibited a significant increase in LRP (stages I‐VII) but a notable decrease in LRE (stage VIII) compared to Col‐0 (Figure 2A,B), whereas the total number of LR showed no difference from that of Col‐0. We also analyzed the percentage of LRs at stages I‐VIII in *siz1* mutants and found that, compared to Col‐0, the *siz1* mutants exhibited delayed development at various stages of LR development (Figure 2C). We further conducted LR developmental profiling of *siz1‐2* mutants using gravistimulation assays. Comparative stage analysis revealed developmental arrest in *siz1‐2*, characterized by prolonged retention at stage I (elevated ratio) and attenuated progression to stage II (diminished ratio) 18 h post‐stimulation (Figure 2D). Extended temporal profiling (42 h) further demonstrated that the LR in *siz1‐2* accumulated at the early initiation phases (stages III‐IV), whereas Col‐0 LRs predominantly reached maturation stages (VI, VII, and VIII) (Figure 2D).

**FIGURE 2:**
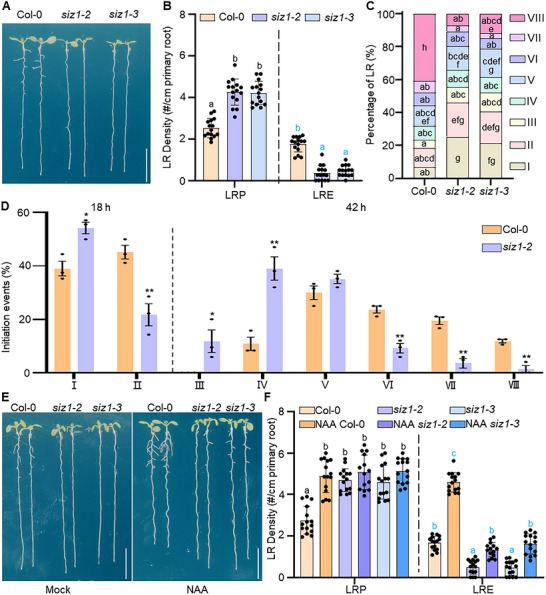
SIZ1 positively regulates auxin‐mediated LR development. (A) LR phenotypes were assessed in 8‐d‐old seedlings of Col‐0, *siz1‐2*, and *siz1‐3*. Scale bar, 1 cm. (B) LR density of Col‐0, *siz1‐2* and *siz1‐3*. LR density refers to the ratio of the number of LRs to primary root length. LRP and LRE represent LR primordia and emerged LR, respectively. Three independent biological replicates produced similar results, and at least 15 seedlings per line were used for statistical analysis. Different letters indicate significant differences in the same developmental stage LR proportion among different plants used one‐way ANOVA (*p* < 0.05, *n* ≥ 15). (C) The proportion of LR at different stages was analyzed in 8‐days‐old seedlings of Col‐0, *siz1‐2* and *siz1‐3*. Roman numerals I‐VIII represent LR developmental stages. Different letters indicate significant differences in the same developmental stage LR proportion among different plants using one‐way ANOVA (*p* < 0.05, *n* ≥ 15). (D) The synchronized initiation of LRP was induced using gravitropic stimulation at the site of root bending in the 3‐day‐old seedlings of Col‐0 and *siz1‐2* (∼30 seedlings were measured in each material). Phenotypic analysis of LRP stage I and stage II, stage III to E was achieved after 18 and 42 h of gravistimulus compared with Col‐0, respectively. As determined by a Student's *t* test. ^*^ *p* < 0.05, ^**^ *p* < 0.01. Data are indicated as means ± SE (*n* = 3). (E) The LR phenotypes were assessed in 8‐d‐old seedlings of both Col‐0, *siz1‐2* and *siz1‐3*, grown on ^1/2^MS medium or medium supplemented with 50 nM NAA. Scale bar, 1 cm. (F) LR density of the seedlings shown in (D). Three independent biological replicates produced similar results, and at least 15 seedlings per line were used for statistical analysis. Different letters indicate significant differences in the same developmental stage LR proportion among different plants used one‐way ANOVA (*p* < 0.05, *n* ≥ 15).

To confirm that the reduced LR phenotype in *siz1‐2* was caused by the loss of *SIZ1* function, we introduced *ProSIZ1:SIZ1‐GFP* into *siz1‐2* mutants and analyzed the LR phenotypes. The results showed that *siz1‐2/ProSIZ1:SIZ1‐GFP‐9* and *siz1‐2/ProSIZ1:SIZ1‐GFP‐10* completely restored the reduced LRE phenotype of *siz1‐2* (Figure S1), confirming that these phenotypes were caused by the *SIZ1* mutation. These results suggested that SIZ1 positively regulates LR development.

Next, we investigated the SIZ1 protein distribution during LR development in *siz1‐2/ProSIZ1:SIZ1‐GFP‐9* transgenic plants. Confocal microscopy revealed SIZ1 protein accumulation across all developmental stages of LRs (Figure S2). To elucidate whether SIZ1 is involved in auxin‐regulated LR development, we examined the LR phenotypes of Col‐0, *siz1‐2*, and *siz1‐3* mutant seedlings after NAA treatment. Both genotypes exhibited increased LR formation after treatment with 50 nM NAA. However, *siz1* mutants exhibited a hyposensitive response compared to Col‐0 plants (Figure 2E,F).

We also examined the primary root growth in the *siz1‐2* mutant, *SIZ1*‐overexpressing plants, and Col‐0 following NAA treatment. The results showed that *siz1‐2* displayed weaker NAA‐induced root growth inhibition than Col‐0. In contrast, *SIZ1*‐overexpressing plants did not exhibit enhanced auxin sensitivity (Figure S3).

In summary, these findings demonstrated that, in addition to regulating LR development, SIZ1‐mediated SUMOylation is also involved in auxin‐mediated primary root growth.

### 2.3 SIZ1 Interacts With LBD29 In Vitro and In Vivo

To elucidate the molecular mechanisms by which SIZ1 positively regulates the auxin signaling pathway, we further analyzed 103 auxin‐responsive genes co‐regulated by SIZ1 at both the transcriptional and protein levels (Figure 1E; Table S2). This analysis identified LBD29 (Figure 3A) as a transcription factor that critically regulates LR development in response to auxin. 

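LBD29 (AT3G58190) rose with IAA in both genotypes. In Col-0 it went from 4.49 ± 1.14 FPKM on MS to 209.5 ± 32.2 FPKM with IAA, and in *siz1-2* from 4.73 ± 1.03 to 206 ± 33.0 FPKM (SD, n = 3 libraries each). The log2 fold changes were 5.41 in Col-0 (standard error 0.20, adjusted p = 1.5e-09 from limma) and 5.31 in *siz1-2* (standard error 0.20, adjusted p = 2.3e-09 from limma). Their difference was −0.10 (standard error 0.28, adjusted p = 0.89 from limma's interaction contrast). LBD18, which acts with it in lateral root formation, rose from 1.97 ± 0.161 to 64.9 ± 3.87 FPKM in Col-0 and from 2.79 ± 0.838 to 50.9 ± 5.58 FPKM in *siz1-2* (SD, n = 3). Its log2 fold changes were 4.73 and 3.99, with a difference of −0.74 (standard error 0.23, adjusted p = 0.38 from limma).

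LBD16 rose from 8.40 ± 1.86 to 22.2 ± 7.14 FPKM in Col-0 and from 6.77 ± 1.76 to 30.8 ± 5.21 FPKM in *siz1-2* (SD, n = 3), log2 fold changes of 1.31 and 2.12 that differed by 0.81 (adjusted p = 0.44 from limma). PUCHI, a transcription factor gene of primordium development, rose from 3.53 ± 0.269 to 14.3 ± 0.756 FPKM in Col-0 and from 3.63 ± 0.521 to 26.1 ± 7.14 FPKM in *siz1-2* (SD, n = 3). Its log2 fold changes were 1.88 and 2.66, with a difference of 0.79 (adjusted p = 0.39 from limma). The auxin response factor gene ARF7 did not pass the test in either genotype: it was at 13.5 ± 2.44 FPKM on MS and 9.08 ± 3.25 FPKM with IAA in Col-0, and at 11.2 ± 1.63 and 13.2 ± 1.67 FPKM in *siz1-2* (SD, n = 3). Without Col-0 IAA replicate 3 it passed in Col-0 as a fall (log2 fold change −0.84). IAA14, a repressor of lateral root formation, rose by 1.57 in Col-0 and 1.11 in *siz1-2*.

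**Figure D3:**
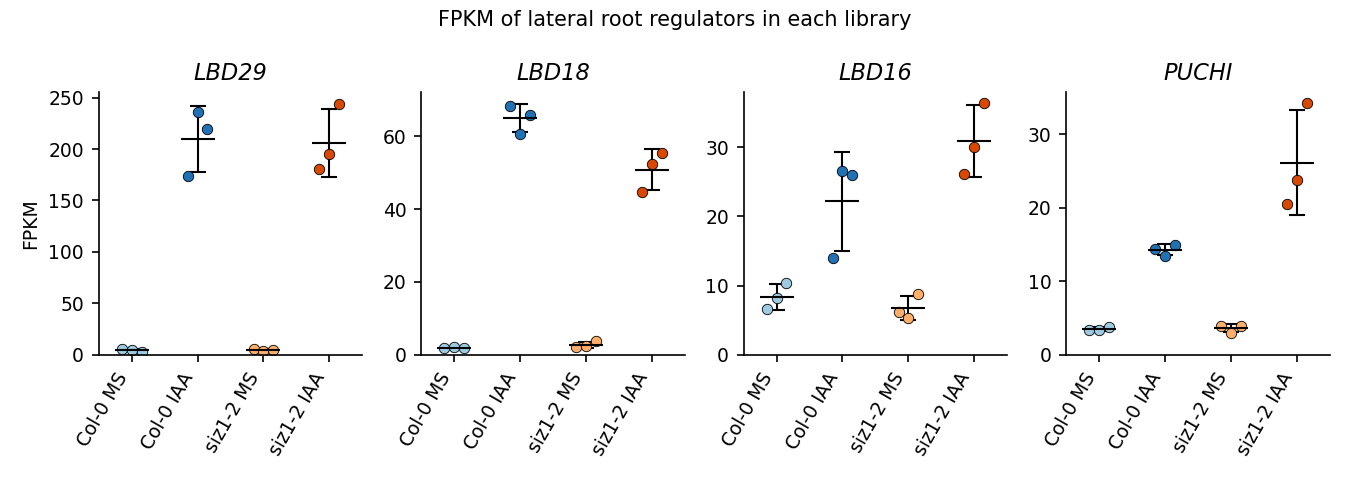
FPKM of LBD29, LBD18, LBD16 and PUCHI in each library (points), with the mean and SD of each group of 3 libraries, on linear axes that start at 0. The libraries with IAA lie above those on MS in both genotypes, and LBD29 reaches a mean of 209.5 FPKM in Col-0 and 206 FPKM in *siz1-2*.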

The yeast two‐hybrid (Y2H) assay also showed that SIZ1 and LBD29 exhibited strong interactions (Figure 3B). The in vitro pull‐down assay showed that SIZ1 directly interacted with LBD29 (Figure 3C). We performed a coimmunoprecipitation (co‐IP) assay using *Arabidopsis* protoplasts co‐expressing *SIZ1‐GFP* and *LBD29‐MYC* constructs. The results demonstrated co‐immunoprecipitation of SIZ1‐GFP with LBD29‐MYC (Figure 3D). Additionally, a luciferase complementation (LCI) assay confirmed the interaction between SIZ1 and LBD29 (Figure 3E). These results demonstrated that SIZ1 interacts with LBD29. To investigate whether auxin enhances the interaction between SIZ1 and LBD29, we performed Y2H and co‐IP assays. The results showed that auxin slightly promoted the interaction between SIZ1 and LBD29 (Figure S4A,B). In addition, auxin treatment led to the accumulation of LBD29 (Figure S4C).

**FIGURE 3:**
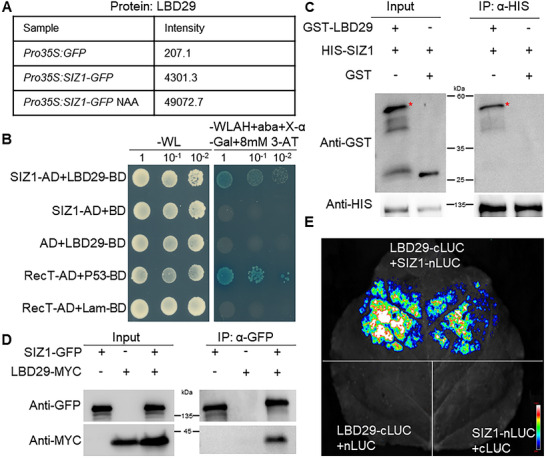
SIZ1 interacts with LBD29. (A) The sequence intensity of LBD29 identified by IP‐MS using 10‐d‐old *Pro35S:SIZ1‐GFP* and *Pro35S:GFP* seedlings before and after NAA treatment. (B) Interaction of SIZ1 and LBD29 in a yeast two‐hybrid (Y2H) assay. Interaction is indicated by the ability of cells to grow on SD/‐Trp‐Leu (‐WL) medium and SD/‐Trp‐Leu‐Ade‐His (‐WLAH) + X‐α‐gal + 8 mM 3‐AT medium for 3 days after plating. The negative control and positive control were transformed with commercial plasmids. AD, activation domain; BD, DNA‐binding domain. (C) In vitro pull‐down assay to verify the interaction between SIZ1 and LBD29. Recombinant GST‐LBD29 and HIS‐SIZ1, as well as GST protein, were purified from *Escherichia coli*. Immunoblot assays using anti‐GST and anti‐HIS antibodies were performed. (D) Co‐immunoprecipitation (co‐IP) assay in *Arabidopsis* protoplasts validating the interaction between LBD29 and SIZ1. *SIZ1‐GFP*, *LBD29‐MYC*, and *SIZ1‐GFP LBD29‐MYC* plasmids were transferred into the protoplasts of the free leaves of Col‐0, respectively. Immunoprecipitated using an anti‐GFP antibody, and the co‐immunoprecipitated LBD29‐MYC protein was detected using an anti‐MYC antibody. (E) Luciferase complementation imaging (LCI) assay performed in *N. benthamiana* leaves monitored the SIZ1 interacts with LBD29. Three different combinations, including two negative controls, were separately injected into four different areas of the leaf. nLUC/cLUC, N‐terminal/C‐terminal luciferase.

LBD29 belongs to the LBD gene family, which contains an LOB domain, a conserved sequence responsible for DNA binding and protein‐protein interactions [45]. To identify the interaction domain of LBD29, we divided the LBD29 protein into an N‐terminal region containing the LOB domain and a C‐terminal region. Y2H and LCI results demonstrated that SIZ1 interacts with the C‐terminal region of LBD29 (Figure S5).

### 2.4 SIZ1 SUMOylated LBD29 at Lysine 21 and Lysine 24

Since SIZ1 possesses SUMO E3 ligase activity, we performed an in vivo SUMOylation assay. As shown in Figure 4A, when *LBD29‐MYC* was co‐transformed with *SUMO1‐GG*, the SUMOylated bands of LBD29 were observed. However, no SUMOylated band of LBD29 was detected when co‐transformed with *SUMO1‐ΔGG*. This result demonstrates that LBD29 can be modified using SUMO1. To further validate SUMO conjugation to the LBD29, we performed a reconstituted SUMOylation assay in *Escherichia coli* expressing *Arabidopsis* SUMOylation machinery. These results indicate that LBD29 was SUMOylated in the presence of E2 (Figure 4B). To further investigate whether SUMOylation of LBD29 is dependent on SIZ1, we conducted an in vivo SUMOylation assay using Col‐0 and *siz1‐2*. As shown in Figure 4C, SUMOylation of LBD29 was clearly observed in Col‐0 cells, whereas SUMO1 conjugation on LBD29 was completely abolished in *siz1‐2*, confirming that SIZ1 is essential for LBD29 SUMOylation.

**FIGURE 4:**
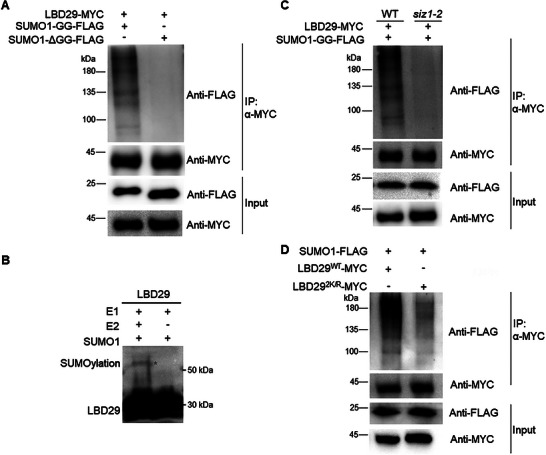
LBD29 is SUMOylated at Lys‐21 and Lys‐24 in vitro and in vivo. (A) LBD29 SUMOylation detected in the Col‐0 protoplasts. *LBD29‐MYC* was transiently co‐expressed with *FLAG‐SUMO1‐GG* or *FLAG‐SUMO1‐ΔGG* in Col‐0 protoplasts. Total protein extracts (input) were immunoprecipitated with anti‐MYC antibody. Anti‐MYC and anti‐FLAG antibodies were used for the immunoblotting analyses of the input proteins and the immunoprecipitated proteins. (B) In vitro SUMOylation detection experiment. The immunoblots of LBD29 that were modified by SUMO1. The LBD29 was fused with a Flag tag and co‐expressed with SUMO E1 and SUMO1 in the bacterial strain with or without SUMO E2 (SCE1) expression. An anti‐Flag antibody was used in the immunoblots to detect the LBD29 (30 kDa) and the SUMOylated forms (indicated by asterisks). (C) LBD29 SUMOylation detected in the Col‐0 and *siz1‐2* protoplasts. *LBD29‐MYC* was transiently co‐expressed with *FLAG‐SUMO1‐GG* in WT and *siz1‐2* protoplasts. Total protein extracts (input) were immunoprecipitated with anti‐MYC antibody. Anti‐MYC and anti‐FLAG antibodies were used for the immunoblotting analyses of the input proteins and the immunoprecipitated proteins. (D) The comparison of SUMOylation between LBD29^2K/R^ and wild‐type LBD29 in *Arabidopsis* protoplasts. The constructs *LBD29^2K/R^‐MYC*, *SUMO1‐FLAG*, and *LBD29‐MYC*, *SUMO1‐FLAG* were co‐transformed into *Arabidopsis* protoplasts, respectively. Proteins were immunoprecipitated using an anti‐MYC antibody, and the precipitated complexes were analyzed by immunoblotting with anti‐MYC and anti‐FLAG antibodies.

To identify the specific SUMOylation sites on LBD29, we performed bioinformatics predictions using GPS‐SUMO, which identified lysine residues K21 and K24 as potential sites. Next, we constructed an LBD29^2K/R^ (K21R/K24R) construct and performed SUMOylation assays in vivo. The results showed that the SUMOylation bands were significantly decreased in LBD29^2K/R^, suggesting that these two residues are key SUMOylation sites (Figure 4D).

### 2.5 SIZ1‐Mediated SUMOylation Promotes the Transcriptional Activity of LBD29

It is well known that SUMOylation affects multiple aspects of protein function, including protein stability, subcellular localization, and enzymatic activity. Therefore, we generated the wild‐type *ProLBD29:LBD29^WT^‐GFP/lbd29* and the mutated *ProLBD29:LBD29^2K/R^‐GFP/lbd29* transgenic lines and performed protein degradation assays. The results showed that SUMOylation did not affect the stability of the LBD29 protein (Figure S6A). We then examined the subcellular localization of Pro35S:LBD29‐GFP and Pro35S:LBD29^2K/R^‐GFP via transient expression assays in protoplasts and found that SUMOylation did not alter the subcellular localization of LBD29 (Figure S6B).

To explore whether SIZ1‐mediated SUMOylation of LBD29 affects its activity, we generated *Pro35S:LBD29‐FLAG*/*siz1‐2* transgenic plants by genetic crossing. During LR development, LBD proteins directly regulate the auxin influx carrier*s LIKE AUX1 3* (*LAX3*) and *EXPANSIN14* (*EXP14*) to promote LRE [46]. A chromatin immunoprecipitation‐qPCR (ChIP‐qPCR) assay using seedlings showed that the enrichment of *EXP14* and *LAX3* promoter regions in the *Pro35S:LBD29‐FLAG* line was markedly reduced in the *Pro35S:LBD29‐FLAG*/*siz1‐2* line (Figure 5A,B). We then examined the transcriptional activity of LBD29 on the expression of the *EXP14* promoter using transient expression assays in Col‐0 and *siz1‐2* leaf protoplasts and found that LBD29‐mediated induction of *EXP14* expression was completely abolished in *siz1‐2* mutants, as evidenced by decreased ProEXP14:LUC activity (Figure 5D).

**FIGURE 5:**
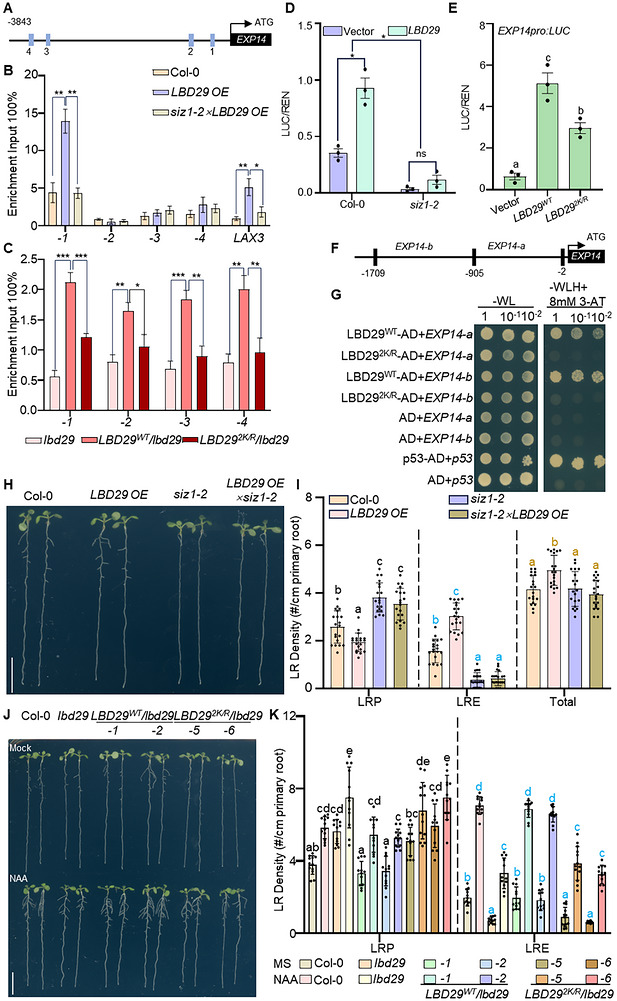
SIZ1‐mediated SUMOylation promotes the transcriptional activity of LBD29 in LR development. (A) Schematic of the *EXP14* promoter and the PCR amplicons (1‐4) used for chromatin immunoprecipitation (ChIP)‐qPCR. (B) ChIP‐qPCR results show the enrichment of LBD29 on the chromatin of *EXP14*. Sonicated chromatin from 10‐d‐old seedlings (Col‐0, *LBD29 OE* (*Pro35S:LBD29‐6Gly‐FLAG*), *siz1‐2×LBD29 OE*) was precipitated with anti‐FLAG antibodies. The precipitated DNA was used as a template for qPCR analysis, with primers targeting different regions of *EXP14*, as shown in (A). Three biological replicates with three technical replicates for each biological replicate were performed with similar results. ^**^ *p* < 0.01, ^*^ *p* < 0.05, as determined by a Student's *t* test. Data are represented as mean ± SE (*n* = 3). (C) ChIP‐qPCR results show the enrichment of LBD29 on the chromatin of *EXP14*. Sonicated chromatin from 10‐d‐old seedlings (*lbd19*, *LBD29^WT^/lbd29* (*ProLBD29:LBD29‐GFP^WT^/lbd29*), *LBD29^2K/R^/lbd29* (*ProLBD29:LBD29‐GFP^K21/24R^/lbd29*)) was precipitated with anti‐GFP antibodies. The precipitated DNA was used as a template for qPCR analysis, with primers targeting different regions of *EXP14*, as shown in (A). Three biological replicates with three technical replicates for each biological replicate were performed with similar results. ^***^ *p* < 0.001, ^**^ *p* < 0.01, ^*^ *p* < 0.05, as determined by a Student's *t* test. Data represent mean ± SE (*n* = 3). (D) The transcriptional activity of LBD29 on *ProEXP14:LUC* was detected in the Col‐0 or *siz1‐2* mutant protoplasts. The empty vector *pBI221* was used as a negative control. Three biological replicates with three technical replicates for each biological replicate were performed with similar results. *p < 0.05, as determined by a Student's *t* test. Data represent mean ± SE (*n* = 3). (E) The transcriptional activity of LBD29^WT^ and LBD29^2K/R^ on *ProEXP14:LUC* was detected in the Col‐0 protoplasts. The empty vector *pBI221* was used as a negative control. Three biological replicates with three technical replicates for each biological replicate were performed with similar results. Different lowercase letters indicate significant differences by one‐way ANOVA, followed by Tukey's multiple comparison test (*p* < 0.05). Data represent mean ± SE (*n* = 3). (F) Schematic diagram of the *EXP14* promoter used for yeast one‐hybrid (Y1H) assay. (G) Y1H assay testing binding of LBD29^WT^ and LBD29^2K/R^ to the *EXP14* promoter. The yeast transformants were dropped onto SD‐WL medium. The yeast transformants were dropped onto SD‐WLH + 8 mM 3‐AT medium. The negative control and positive control were transformed with commercial plasmids. (H) LR phenotypes were examined in 8‐d‐old seedlings, including Col‐0, *siz1‐2*, *LBD29 OE/*Col‐0, and *LBD29 OE/siz1‐2*. Scale bar, 1 cm. (I) LR density of Col‐0, *siz1‐2*, *LBD29 OE*, and *LBD29 OE/siz1‐2*. Three independent biological replicates produced similar results, and at least 18 seedlings per line were used for statistical analysis. Different lowercase letters indicate significant differences by one‐way ANOVA, followed by Tukey's multiple comparison test (*p* < 0.05). Data are indicated as means ± SD (*n* ≥ 18). (J) LR phenotypes were examined in 9‐d‐old seedlings of both Col‐0, *lbd29*, *LBD29^WT^/lbd29#1*, *LBD29^WT^/lbd29#2*, *LBD29^2K/R^/lbd29#5* and *LBD29^2K/R^/lbd29#6*, grown on ^1/2^MS medium or medium supplemented with 50 nM NAA. Scale bar, 1 cm. (K) LR density of the seedlings shown in (J). Three independent biological replicates produced similar results, and at least 12 seedlings per line were used for statistical analysis. Different lowercase letters indicate significant differences by one‐way ANOVA, followed by Tukey's multiple comparison test (*p* < 0.05). Data are indicated as means ± SD (*n* ≥ 12).

To explore the impact of the K21 and K24 SUMOylation sites on the transcriptional activity of LBD29, we performed transient expression assays in *Arabidopsis* protoplasts. The results showed that compared to the wild‐type LBD29^WT^, the mutated LBD29^2K/R^ exhibited severely compromised transactivation potential toward *EXP14* (Figure 5E). Based on the predicted potential LBD29‐binding sites [47, 48], we divided the promoter of *EXP14* into two fragments (*EXP14‐a* and *EXP14‐b*). Yeast one‐hybrid (Y1H) analysis further confirmed that LBD29^2K/R^ lost its ability to bind DNA to the *EXP14* promoter (Figure 5F,G). ChIP‐qPCR revealed a markedly reduced enrichment of the *EXP14* promoter in *ProLBD29:LBD29^2K/R^‐GFP/lbd29* plants (Figure 5C). Additionally, Y2H assays revealed that, compared to *LBD29^WT^‐BD*, the *LBD29^2K/R^‐BD* construct completely lost its transcriptional autoactivation capacity (Figure S7). Collectively, these results demonstrated that SUMOylation is an essential PTM that enables LBD29 to target chromatin and execute its transcriptional functions.

### 2.6 SIZ1‐Mediated SUMOylation is Required for LBD29‐Induced LR Formation

LBD29 plays a crucial role in LR formation and is essential for maintaining the division capacity of pericycle cells [49]. Similar to the *siz1‐2* mutant, the *lbd29* mutant exhibited a significant increase in LRP and a decrease in LRE, whereas the total number of LR was comparable to that of Col‐0 (Figure S8A,B). We also analyzed the percentage of LRs at stages I ‐VIII in the *lbd29* mutant and found that it exhibited delayed LR development similar to *siz1* mutants (Figure S8C). In addition, gravistimulation assays revealed that all stages of LR formation in *lbd29* were delayed in *lbd29* relative to those in WT (Figure S8D). To investigate the genetic relationship between *SIZ1* and *LBD29*, we generated *siz1‐2/lbd29* double mutants. Phenotypic analysis revealed similar LRE defects in the single and double mutants without additive effects, suggesting *SIZ1* and *LBD29* function in the same pathway to promote LR formation (Figure S8E,F).

Since SIZ1‐mediated SUMOylation is important for LBD29 activity, we investigated its role in LR development. In the WT background, *Pro35S:LBD29‐FLAG* exhibited a significantly higher LRE density than Col‐0; however, the *Pro35S:LBD29‐FLAG*/*siz1‐2* lines showed a significantly reduced LRE density, similar to *the siz1‐2* mutant (Figure 5H,I). These results clearly indicated that SIZ1‐mediated SUMOylation was required for LBD29‐induced LR formation.

To further examine whether the SUMOylation at K21 and K24 of LBD29 regulates LR formation, we examined the LR phenotypes of *ProLBD29:LBD29^WT^‐GFP/lbd29* and *ProLBD29:LBD29^2K/R^‐GFP/lbd29*. The results showed that the WT version of *ProLBD29:LBD29‐GFP* (#1 and #2) fully rescued the LR developmental defects in the *lbd29* mutant (Figure 5J,K). However, mutant *ProLBD29:LBD29^2K/R^‐GFP* (#5 and #6) failed to rescue the *lbd29* mutant phenotype during LR development (Figure 5J,K). Importantly, after auxin treatment, *ProLBD29:LBD29‐GFP* lines (#1 and #2) exhibited a similar degree of LRE induction as Col‐0, whereas *ProLBD29:LBD29^2K/R^‐GFP* (#5 and #6) phenocopied the *lbd29* mutant in their auxin response (Figure 5J,K). These results indicated that SUMOylation at K21 and K24 is critical for LBD29 function in regulating LR development.

### 2.7 SUMOylation of LBD29 Enhances Its Interaction With ARF7

LBD18 enhances the transcriptional activity of ARF7 by competitively binding to the PB1 domain (Phox and Bem1 domains) of the repressor IAA14 [50]. Here, we also observed that LBD29^WT^ interacted with ARF7, and that this interaction was significantly strengthened by the SUMO‐mimic form of LBD29^SUMO1^, whereas the SUMOylation‐deficient mutant LBD29^2K/R^ exhibited a substantially weaker association with ARF7 (Figure 6A). Furthermore, a co‐IP assay confirmed that ARF7 exhibited a stronger interaction with LBD29^SUMO1^ but a weaker interaction with LBD29^2K/R^ (Figure 6B). These results suggest that SUMOylation of LBD29 enables the recruitment of ARF7. SUMO‐interacting motifs (SIMs) are short sequence elements that specifically recognize SUMO and mediate SUMO‐dependent protein‐protein interactions [51]. Sequence analysis of ARF7 revealed two putative SIMs located within domain IV (Figure 6C). To test their function, we generated the SIM1 (1097: ILLV→GGGG)/SIM2(1115: IKIL→GKGG) double mutation version of ARF7 (ARF7^2SIM^) and performed co‐IP assays. The results showed that ARF7^2SIM^ displayed a markedly reduced interaction with LBD29 (Figure 6D), supporting the idea that SUMOylation strengthens the LBD29–ARF7 association through SIM–SUMO recognition. Transient expression assays consistently showed that co‐expression of ARF7 significantly enhanced LBD29^WT^‐mediated activation of *EXP14* transcription, but this synergistic effect was abolished in the LBD29^2K/R^ mutant. Moreover, ARF7^2SIM^ completely abolished the transcriptional activation of LBD29 (Figure 6E). Taken together, these results demonstrate that ARF7 preferentially promotes the transcriptional activity of SUMOylated LBD29.

**FIGURE 6:**
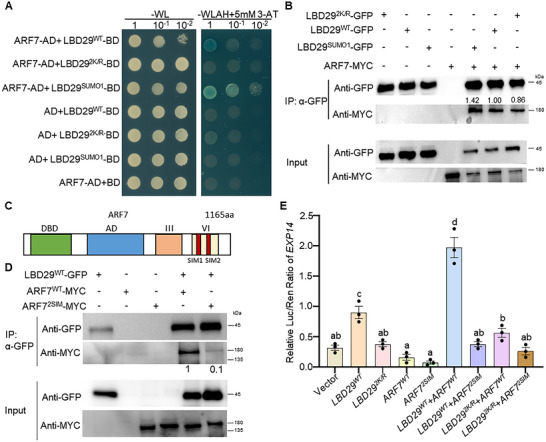
SUMOylation of LBD29 enhances its interaction with ARF7. (A) Interaction of LBD29^WT^, LBD29^2K/R^ or LBD29^SUMO1^ with ARF7 in a Y2H assay. Yeast cells were grown on SD‐WL and SD‐WLAH + 5 mM 3‐AT medium. Yeast cells co‐transformed with *pGBKT7‐LBD29^WT^*, *pGBKT7‐LBD29^2K/R^* or *pGBKT7‐LBD29^SUMO1^* derivatives (bait) and *pGADT7‐ARF7* were dropped onto SD‐WL and SD‐WLAH + 5 mM 3‐AT medium to assess interactions with ARF7. (B) Interaction of LBD29^WT^, LBD29^2K/R^, or LBD29^SUMO1^ with ARF7 in a co‐IP assay. Protein extracts (input) were immunoprecipitated with anti‐GFP antibody. Immunoblots were developed with anti‐GFP antibody to detect LBD29^WT^‐GFP, LBD29^2K/R^‐GFP, and LBD29^SUMO1^‐GFP and with anti‐MYC to detect ARF7‐MYC. (C) Diagrams of ARF7 showing putative SIMs. (D) Interaction of ARF7^WT^ or ARF7^2SIM^ with LBD29^WT^ in a co‐IP assay. Protein extracts (input) were immunoprecipitated with anti‐GFP antibody. Immunoblots were developed with anti‐GFP antibody to detect LBD29^WT^‐GFP and with anti‐MYC to detect ARF7^WT^‐MYC and ARF7^2SIM^‐MYC. The abundance of ARF7^WT^‐MYC relative to LBD29^WT^‐GFP was calibrated to 1.00. (E) Relative activity of the *ProEXP14:LUC* reporter in *Arabidopsis* protoplasts co‐transformed with the indicated effector constructs. Three biological replicates with three technical replicates for each biological replicate were performed with similar results. Different lowercase letters indicate significant differences by one‐way ANOVA, followed by Tukey's multiple comparison test (*p* < 0.05). Data represent mean ± SE (*n* = 3).

It has been previously shown that ARF7 interacts with MEDIATOR 25 (MED25) (a key Mediator subunit that bridges transcription factors and RNA polymerase II) [52], and Y2H assays showed no direct interaction between LBD29, LBD29^2K/R^ and MED25 (Figure S9). Therefore, SUMOylation of LBD29 may enhance transcriptional activity indirectly by strengthening its interaction with ARF7, which in turn recruits the Mediator complex via ARF7.

ARF7 can be SUMOylated under drought stress [38]. Notably, ARF7 was also identified among the proteins that co‐immunoprecipitated with SIZ1 (Figure S10A), and this interaction was further validated using a Y2H assay (Figure S10B). Next, we conducted an in vivo SUMOylation assay of ARF7. The results showed that ARF7 could not be SUMOylated under normal conditions, whereas the positive control, STOP1, showed obvious SUMOylation bands, which is consistent with previous studies [44] (Figure S10C). This suggests that SIZ1, LBD29, and ARF7 may function together as ternary complexes.

### 2.8 NAA Induces SIZ1 Transcription

Our findings demonstrated that SIZ1 positively regulates auxin signaling‐mediated LR formation. Therefore, we investigated whether auxins influence *SIZ1* expression. Quantitative Real‐time PCR (qRT‐PCR) analysis revealed that NAA treatment induces *SIZ1* transcription in a time‐dependent manner (Figure S11A). Consistent with the qRT‐PCR data, the NAA‐treated seedlings exhibited significantly stronger GFP fluorescence, particularly during the LRE stage (Figure S11B). In parallel, we examined the effect of auxin on the SIZ1 protein and found that it did not alter SIZ1 protein stability (Figure S12A,B).

The ARF7/19‐LBD16/18/29 signaling module is well known to play a crucial role in auxin‐mediated LR development [34]. To investigate whether NAA‐induced *SIZ1* transcription depends on this module, we examined *SIZ1* expression patterns in Col‐0, *arf7*, *arf7*/*arf19* double mutants, and *lbd16*/*18*/*29* triple mutants after NAA treatment. The results showed that, compared to Col‐0, auxin‐induced *SIZ1* expression was significantly attenuated in both *arf7* and *arf7/arf19* double mutants, but remained unaffected in *lbd16/18/29* triple mutants. These findings demonstrate that ARF7, but not downstream of LBD16/18/29, is required for auxin‐induced *SIZ1* transcription (Figure S11C). However, Y1H showed that ARF7 could not directly bind to the *SIZ1* promoter region, suggesting that ARF7 indirectly regulates *SIZ1* transcription (Figure S11D,E). In parallel, the SUMOylation assay of *N. benthamiana* leaves and *Arabidopsis* protoplasts demonstrated that NAA treatment enhanced the SUMOylation of LBD29, with SUMO conjugate accumulation increasing progressively over time (Figure S13A,B).

Since ARF7 is required for auxin‐induced *SIZ1* transcription, we investigated whether ARF7 affects the SUMOylation of LBD29. We examined the SUMOylation levels of LBD29 in Col‐0 and *arf7/arf19* double mutants. The results showed that under normal conditions, compared to Col‐0, the SUMOylation level of LBD29 did not change in *the arf7/arf19* double mutant. However, upon auxin treatment, SUMOylation of LBD29 was strongly induced in Col‐0, but this induction was significantly reduced in the *arf7/arf19* double mutant (Figure S13B). These results indicate that ARF7 is required for the auxin‐induced SUMOylation of LBD29.

## 3 Discussion

Auxin signaling has long been recognized as the central coordinator of plant development and has been traditionally studied through the nuclear pathway involving TIR1 receptors, ARFs, and Aux/IAAs. However, recent studies have reported multiple mechanisms. For example, TMKs and RAFs kinases modulate rapid auxin signaling [15, 16, 53], whereas FERONIA kinases predominantly regulate auxin‐induced root hair elongation [54]. VIK and MPK14 play crucial roles in auxin‐induced LR development [32, 34]. In addition, low water stress induced redox‐dependent IAA3 multimerization to regulate auxin‐controlled LR formation [55]. Collectively, these findings demonstrate that PTMs play an indispensable role in fine‐tuning auxin responses across various plant growth and developmental processes.

Among PTMs, SUMOylation has emerged as a particularly important regulatory mechanism in cellular signaling. SUMO proteins are a class of 11‐kDa ubiquitin‐like polypeptides that mediate reversible PTM through an enzymatic cascade involving E1 activation, E2 conjugation, and E3 ligation.

SIZ1, a key SUMO E3 ligase in *Arabidopsis*, regulates a wide range of developmental processes and stress responses, such as flowering time [56], defense responses [42, 43, 57, 58], and drought stress tolerance [59, 60]. Our study demonstrates that SIZ1 also regulates LR development, thereby revealing a new function of SIZ1 in root development. It was reported that *SIZ1* is expressed in multiple tissues, including LRP [59]. How a ubiquitously expressed enzyme specifically responds to auxin signals to control LR formation. We propose that, as a post‐translational modification, the functional specificity of SUMOylation does not entirely depend on the expression level of the enzyme but relies more on substrate availability, such as LBD29, which is dynamically regulated by auxin signaling. In addition, auxin signals can trigger transient interactions between SIZ1 and its targets, enabling signal‐dependent modification. Together, these mechanisms allow SIZ1 to precisely respond to auxin signals and regulate LR development.

Under normal growth conditions, SIZ1 preferentially modifies auxin signaling components such as LBD29, thereby promoting LR formation. However, under low phosphate (Pi) stress, the primary substrate of SIZ1 might shift from auxin‐related targets to PHOSPHATE STARVATION RESPONSE1 (PHR1), a master regulator of phosphate homeostasis [61]. By SUMOylating PHR1, SIZ1 suppresses LR branching under Pi deficiency. This context‐dependent substrate switching highlights the pleiotropic nature of SIZ1. It acts as a central regulatory hub that integrates two distinct signaling pathways: promoting root branching via auxin under normal conditions, while restraining root branching via PHR1 under Pi limitation. Thus, the same SUMO ligase shows opposite effects on LR development depending on environmental cues, reflecting a sophisticated regulatory mechanism that ensures optimal root architecture in response to nutrient availability.

Here, we show that auxin activates ARF7/19 and promotes *SIZ1* expression and SIZ1‐mediated SUMOylation, thereby reshaping the interactome of auxin‐responsive proteins. Such large‐scale modulation of the protein network highlights the dynamic and adaptive nature of auxin signaling in response to developmental and environmental cues. Notably, we identified LBD29 as a SUMOylation target that is critical for LR formation. SUMOylation enhanced the interaction between LBD29 and ARF7, stabilizing a transcriptional activation complex that drives the expression of downstream genes, such as *EXP14*, during LR development (Figure 7). This mechanism provides a direct molecular explanation for the reduced auxin responsiveness and impaired LRE observed in *siz1‐2* mutants.

**FIGURE 7:**
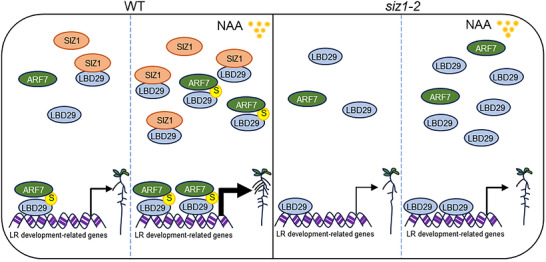
A proposed model of SIZ1‐mediated SUMOylation of LBD29 regulating lateral root formation. In WT, LBD29 interacts with SIZ1 and is modified by SUMO1. Subsequently, SIZ1‐mediated SUMOylation of LBD29 enhances its interaction with ARF7, facilitating transcriptional activation of LR‐promoting genes. As auxin levels increase, activated ARF7/19 promotes the expression of *LBD29* and *SIZ1*; most of the LBD29 is modified by SUMO1, amplifying the regulation of auxin signals on lateral roots (left). In *siz1‐2*, LBD29 cannot interact with ARF7. With the accumulation of auxin, *LBD29* is induced to be expressed, but LBD29 cannot be modified by SIZ1, resulting in low transcriptional activity (right).

The *siz1* mutants exhibit a distinct phenotype characterized by an increased number of LRP but a decrease in LRE, which suggests that SIZ1 regulates the transition from LRP to emerged LRs. Intriguingly, this phenotype was also observed in some key auxin‐responsive transcription factors such as the *arf7* mutant and the *lbd29* mutant, as well as the *ERF13* overexpression [34]. This parallel strongly implies that SIZ1‐mediated SUMOylation could act as a regulatory hub, integrating diverse signals to control the priming and execution of LRE.

MMS21 SUMOylates IAA17, stabilizing this repressor to dampen the auxin response and regulate primary root elongation [41]. In contrast, SIZ1 SUMOylates LBD29 and promotes its interaction with ARF7 to activate gene expression during LR development. We demonstrated that two distinct SUMO E3 ligases control auxin signaling by modifying key components in opposing ways. This revealed that SUMOylation is not a uniform modifier; it can either reinforce repression or enhance activation depending on the specific E3 ligase and substrate involved. Our findings, together with research on MMS21, establish SUMOylation as a new and critical regulatory layer that modulates auxin response.

ARF7 serves as a critical regulator in LR development, and its dual function as both a substrate and a “reader” of SUMOylation reveals a sophisticated mechanism for fine‐tuning downstream responses under varying environmental conditions. Under normal conditions, ARF7 is not SUMOylated but possesses a functional SIM that enables it to act as a reader of SUMOylation signals. Specifically, ARF7 is recruited by SUMOylated LBD29 via SIM, forming a transcriptional activation complex that promotes the expression of genes required for LR development.

Conversely, under drought stress, ARF7 becomes a substrate for SUMOylation via specific E3 ligases (other than SIZ1). SUMOylated ARF7 enhances its interaction with IAA3, a transcriptional repressor, which in turn inhibits ARF7's transcriptional activity [38]. This shift from reader to substrate status effectively converts ARF7 from an activator to a repressed complex, suppressing LR development as an adaptive‐stress response. These data also suggest that the SIM of ARF7 is an interaction motif and a dynamic regulatory element whose function depends on the SUMOylation status of both ARF7 and its interaction partners. In conclusion, ARF7 exemplifies how a single transcription factor can achieve functional plasticity by alternately serving as a SUMOylation reader under normal conditions and as a substrate under stress. This dual role enables precise environmental control over root architecture, ensuring developmental plasticity while maintaining stress‐adaptation capacity. The interplay between the ARF7 SIM and SUMOylation status creates a sophisticated regulatory node that integrates developmental and stress signals. It would be interesting to investigate the role of the ARF7 SIM in the development of LR.

Collectively, our findings establish a mechanistic framework in which SIZ1‐mediated SUMOylation is integrated with ARF7/LBD29 transcriptional networks to orchestrate LR development. This study highlights the significance of PTM in extending the versatility of auxin signaling and provides new insights into how plants achieve developmental plasticity through multilayered regulation. Future studies should explore the interaction between SIZ1‐mediated SUMOylation and other hormonal and stress signaling pathways and whether dynamic SUMOylation contributes to adaptive responses under fluctuating environmental conditions. Such investigations will deepen our understanding of how PTM‐mediated signaling flexibility underpins plant growth, resilience, and adaptation.

## 4 Materials and Methods

### 4.1 Plant Materials and Growth Conditions

All plant materials used in this study are in the Arabidopsis (*A. thaliana*) Columbia‐0 (Col‐0) background. The *siz1‐2* (SALK_065397) [61], *siz1‐3* (SALK_034008) [57]*, ProSIZ1:SIZ1‐GFP/siz1‐2#*9 [44], *ProSIZ1:SIZ1‐GFP/siz1‐2#10* ^44^, *lbd29* (Salk_071133) [62], *lbd16* (Salk_040739) *lbd18* (Salk_038125) *lbd29* ^33^, and *arf7‐1* (Salk_040394) *arf19‐*1 [63] were described previously. The *Pro35S:LBD29‐6Gly‐FLAG* was constructed by introducing the *LBD29* coding sequence (CDS) into the *PK7WG2* binary vector and subjected to transform WT plants. The *Pro35S:SIZ1‐GFP* was constructed by introducing the *SIZ1* coding sequence (CDS) into the *pSuper1300‐GFP* binary vector and subjected to transform WT plants. The 3,000 regions upstream of *LBD29* start codons were amplified and linked to the vector *pQ‐GG* with GFP to obtain *ProLBD29:LBD29^WT^‐GFP/lbd29#1*, *ProLBD29:LBD29^WT^‐GFP/lbd29#2*, *ProLBD29:LBD29^K21/24R^‐GFP/lbd29#5*, *ProLBD29:LBD29^K21/24R^‐GFP/lbd29#6*. The *Pro35S:LBD29‐6Gly‐FLAG/siz1‐2* line was generated by crossing *Pro35S:LBD29‐6Gly‐FLAG* and *siz1‐2* plants. The *lbd29/siz1‐2* line was generated by crossing *lbd29* and *siz1‐2* plants. The plants were grown on 1/2 Murashige and Skoog (1/2 MS) medium with 0.8% agar (w/v), and then incubated at 4°C for 2 d, and were finally transferred to a plant growth chamber with a 16‐h photoperiod at a constant 22°C for 8 d. A 10 µM/50 nM NAA (Sigma, N0640) and a 0.5 µM IAA (Sigma, I3750) solution were employed for treating the seedlings.

### 4.2 RNA Sequencing Analysis

The RNA submitted for RNA‐seq analysis was isolated from the roots of 8‐d‐old Col‐0 and *siz1‐2 Arabidopsi*s seedlings using an RNeasy Mini Kit (TIANGEN, DP419, PK145). The extracted RNA was sent to Oebiotech for the RNA‐SEQ project. The data analysis platform provided by Oebiotech was used for data analysis. Sequencing data are available in the Gene Expression Omnibus (GEO) database under accession number: GSE271343.

### 4.3 Yeast One‐Hybrid Assay

For the Y1H assay, the coding sequences of proteins were amplified and cloned into *pGADT7‐DEST* (AD) by *Nde* I and *Nco* I, and the sequences of the target promoters (2400 bp upstream of ATG) were introduced to *pHIS2.1* by *EcoR* I and *Sma* I, respectively. The built‐up vectors were then transformed into Y187 yeast cells (Clontech). The yeast transformation method process was basically consistent with the Y2H assay, except SD/‐Leu/‐Trp/‐His (SD‐LWH) culture medium was used in interactions. Primers used for Y1H assays are listed in Table S3.

### 4.4 Yeast Two‐Hybrid Assay

To construct the vectors required for the Y2H assay using homologous recombination. The *pGADT7* (Clontech) or *pGBKT7* (Clontech) was linearized using *Nde* I and *EcoR* I restriction enzymes. Subsequently, the full‐length sequences, including ARF7 and SIZ1, were individually cloned into the multiple cloning sites of the *pGADT7* vector. Additionally, the full‐length sequences of LBD29^WT^, LBD29^K21/24R^, LBD29^SUMO1^were separately inserted into the *pGBKT7* vector. The built‐up vectors were then transformed into Gold Yeast Cells (Clontech), and yeast cells were grown on SD/‐Leu/‐Trp and SD/‐Leu/‐Trp/‐His or SD/‐Leu/‐Trp/‐His/‐Ade medium but supplemented with AbA (Aureobasidin A) and X‐α‐gal (5‐bromo‐4‐chloro‐3‐indolyl‐b‐*d*‐galactopyranoside). The autoactivation was inhibited by the addition of 3‐amino‐1,2,4‐triazole (3‐AT). Primers used for Y2H assays are listed in Table S3.

### 4.5 In Vitro Pull‐Down

The coding sequences of SIZ1 and LBD29 were cloned into pET‐30a and pGEX‐4T‐1 vectors to generate recombinant His‐SIZ1 and GST‐LBD29, respectively. These recombinant proteins were expressed in *Escherichia coli* BL21 cells (DE3) and purified using Ni NTA Beads (Smart‐Lifesciences Biotech) and Glutathione Beads (Smart‐Lifesciences Biotech) according to corresponding to their respective manuals. GST‐LBD29 or GST was immobilized on Glutathione Beads and then incubated with His‐SIZ1 at 4°C for 4 h. Subsequently, the Glutathione Beads were washed five times with 1 × PBS buffer. The proteins bound to the beads were analyzed by Western blot. His‐tag and GST‐tag were detected by anti‐His antibody (HT501, TransGen Biotech) and anti‐GST antibody (HT601, TransGen Biotech), respectively.

### 4.6 Co‐Immunoprecipitation Assay

For the co‐IP assay, the CDS of SIZ1, LBD29^WT^, LBD29^K21/24R^, LBD29^SUMO1^, ARF7^WT^, ARF7^2SIM^ were cloned into the pSuper1300‐GFP [64] and pSuper1300‐MYC [64] vectors, respectively, to generate SIZ1‐GFP, LBD29‐MYC, LBD29‐GFP, LBD29^K21/24R^‐GFP, LBD29^SUMO1^‐GFP, ARF7‐MYC, ARF7‐GFP, ARF7^2SIM^‐GFP. Protoplasts were prepared as previously described [65]. SIZ1‐GFP and LBD29‐MYC were co‐expressed in Arabidopsis protoplasts, with SIZ1‐GFP or LBD29‐MYC being individually expressed as negative controls. Total proteins were extracted using NP‐40 lysis buffer (Beyotime Biotech) supplemented with 1 mM phenylmethylsulfonyl fluoride (PMSF). Then the extracts were incubated with GFP‐Trap agarose beads (Chromo Tek, Cat# ytma) at 4°C for 2 h. After washing three times with dilution buffer (10 mM Tris‐HCl, pH 7.5, 150 mM NaCl, 0.5 mM EDTA), the bound proteins were eluted with 2×SDS loading buffer and detected by Western blotting. The YFP‐tag and MYC‐tag were detected using anti‐GFP antibody (HT801‐02, TransGen Biotech) and anti‐MYC antibody (AE010, ABclonal), respectively.

### 4.7 Luciferase Complementation Imaging Assay

For the LCI assay, the coding sequence of SIZ1 was cloned into the *JW771* vector to generate the SIZ1‐nLUC fusion protein. Similarly, the coding sequences of LBD29 and LBD29‐N/C were cloned into the *JW772* vector to generate LBD29‐cLUC and LBD29‐N/C‐cLUC fusion proteins, respectively. For the SIZ1‐LBD29 interaction, the SIZ1‐nLUC + LBD29‐cLUC, SIZ1‐nLUC + cLUC, LBD29‐cLUC + nLUC combinations were co‐transfected into *N. Benthamiana* leaves. After growth in darkness for 12 h, the infiltrated *N. benthamiana* plants were transferred to light and grown at 26°C for 48 h. The leaves were sprayed with D‐luciferin potassium salt (GOLDBIO, Lot# 014130LUCK) for 10 min, and the luminescence was observed with a Tanon‐5200 Multi imaging system (Tanon, Shanghai, China) [65]. Primers used for LCI assays are listed in Table S3.

### 4.8 In Vivo SUMOylation Assay

Total proteins were extracted from Col‐0 and *siz1‐2* seedlings treated with 10 µM NAA for 0, 12, and 24 h using ice‐cold lysis buffer (50 mM Tris‐HCl [pH 8.0], 120 mM NaCl, 0.2 mM sodium orthovanadate, 100 mM NaF, 10% [v/v] glycerol, 0.2% [v/v] Triton X‐100, 5 mM DTT, 1× protease inhibitor cocktail, 5 mM N‐ethylmaleimide). Proteins were resolved by SDS‐PAGE. Immunoblotting was performed with anti‐AtSUMO1 antibody (1:2000 dilution; PHYTOAB, PHY1049A). Protein signals were visualized using the ECL Plus chemiluminescence detection system (Epizyme, Q101L).

The in vivo SUMOylation detection was conducted using Col‐0*/siz1‐2 Arabidopsis* protoplasts transiently expressing LBD29^WT^‐MYC (50 µg) or LBD29^K21/24R^‐MYC (50 µg) and FLAG‐SUMO1‐GG/FLAG‐SUMO1‐ΔGG (80 µg). Proteins were extracted in the presence of N‐ethylmaleimide (NEM) (E3876, Sigma) and a protease inhibitor cocktail (Roche, 04693159001). After immunoprecipitation (IP) using anti‐MYC antibody, the beads were washed, and proteins were eluted with 2×SDS loading buffer. Western blotting was performed using anti‐MYC (AE010, ABclonal) and anti‐FLAG (AE169PM, ABclonal) antibodies.

The in vivo SUMOylation detection was conducted using *N. benthamiana* leaves transiently expressing LBD29‐MYC and FLAG‐SUMO1‐GG. After growth in darkness for 12 h, the infiltrated *N. benthamiana* plants were transferred to light and grown at 26°C for 48 h. Then the leaves were treated with 10 µM NAA for 12 h and 24 h, respectively. Total proteins were extracted using lysis buffer (50 mM Tris‐HCl pH 8.0, 120 mM NaCl, 0.2 mM phosphatase inhibitor, 100 mM NaF, 10% glycerol, 0.2% Triton X‐100, 5 mM DTT) supplemented with protease inhibitor cocktail and 5 mM NEM. The extracted proteins were incubated with anti‐MYC magnetic beads at 4°C overnight with rotation. After washing, the beads were collected and resuspended in 2×SDS loading buffer, followed by boiling at 95°C for 5 min. Western blotting was performed using anti‐MYC antibody for detecting LBD29‐MYC and anti‐SUMO1 (PHY3847S, PhytoAB) antibody for detecting SUMOylation.

### 4.9 In Vitro SUMOylation Assay

The SUMOylation assay in *Escherichia coli* was carried out according to the procedures previously described [66]. The CDS of LBD29 was cloned into the *pCDFDuet‐*1 [67] vector with a C‐terminal Flag fusion. The constructed plasmids were transformed for protein expression in the *E. coli* BL21(DE3) carrying *pET28‐SAE1a‐His6‐SAE2* with *pACYCDuet‐1‐MYC‐SUMO1GG* or *pACYCDuet‐1‐His6‐SCE1‐MYC‐SUMO1GG*. After being cultured in LB medium with 1 mM IPTG at 37°C for 16 h, the cells were harvested for immunoblotting using an anti‐Flag antibody. This assay uses primers listed in Table S3.

### 4.10 Cell‐Free Protein Degradation Assay

Cell‐free experiments were performed as previously described [68]. In brief, 14‐d‐old WT seedlings treated with ^1/2^MS medium and 10 µM NAA for 4 h, respectively, were ground into powder in liquid nitrogen, followed by transfer of 1.2 g of powder to a precooled 10.0 mL centrifuge tube and the addition of 1.2 mL of nondenaturing protein extraction buffer [10 mM NaCl, 25 mM tris‐HCl (pH 7.5), 4 mM phenylmethylsulfonyl fluoride, 10 mM adenosine 5′‐triphosphate, 5 mM DTT, and 10 mM MgCl_2_] and incubation on ice for 30 min with intermittent vertexing every 10 min. After centrifugation at 4°C at 14 000 *g* for 15 min, 1.2 mL of supernatant was collected and divided into three 2.0 mL centrifuge tubes. Then, 80 µl of recombinant HIS‐SIZ1 was added to one of the three centrifuge tubes and incubated at 22°C for 0, 5, 15, or 30 min. At each time point, 100 µL of the reaction solution was taken out, and 25 µL of 5× loading buffer was added to stop the reaction. Immunoblotting was used to detect.

### 4.11 Protein Degradation Assay

To verify the effects of auxin on SIZ1 protein levels, 10‐d‐old *35S::SIZ1‐GFP* seedlings were treated with 150 µM CHX and 150 µM CHX+10 µM NAA for 3, 6, and 12 h, respectively, and were ground into powder in liquid nitrogen, followed by transfer of 1.2 g of powder to a precooled 10.0 mL centrifuge tube and the addition of 1.2 mL of nondenaturing protein extraction buffer [1%NP‐40, 1 mM PMSF] and incubation on ice for 30 min with intermittent vertexing every 10 min. After centrifugation at 4°C at 14 000 *g* for 15 min, 1.2 mL of supernatant was collected and divided into three 2.0 mL centrifuge tubes. Immunoblotting was used to detect.

### 4.12 Protein IP, LC‐MS/MS, and Data Analysis

Protein Immunoprecipitation (IP): 3 g of roots from 10‐day‐old *Pro35S:SIZ1‐GFP* and *Pro35S: GFP* seedlings were ground into a fine powder in liquid nitrogen. The powder was immediately transferred to a pre‐chilled 50 mL centrifuge tube and resuspended in 3 mL of ice‐cold lysis buffer [1% (v/v) Triton X‐100, 150 mM NaCl, 50 mM Tris‐HCl (pH 7.5), 5 mM EDTA, supplemented with protease inhibitor cocktail tablets]. The samples were lysed on ice for 30 min, followed by centrifugation at 14 000 *g* for 15 min at 4°C. The supernatant was transferred to a new 50 mL tube, and 30 µL of GFP‐Trap magnetic beads (Chromo Tek, Cat# ytma) were added. The mixture was incubated at 4°C with gentle rotation for 4 h. The beads were collected and washed three times with lysis buffer.

For liquid chromatography–tandem MS (LC‐MS/MS), the IP beads were sent to Shanghai Bioprofile (Shanghai, China) for analysis. Protein was extracted from tissue samples using SDT lysis buffer (4% SDS, 100 mM DTT, 100 mM Tris‐HCl pH 8.0). Samples were boiled for 3 min and further ultrasonicated. Undissolved cellular debris was removed by centrifugation at 16 000 *g* for 15 min. The supernatant was collected and quantified with a BCA Protein Assay Kit (BeyoTime, China). LC‐MS/MS was performed on an Orbitrap Astral mass spectrometer coupled with a Vanquish Neo UHPLC system (Thermo Fisher Scientific).

### 4.13 Chromatin Immunoprecipitation‐qPCR Assay

3 g roots were obtained from 8‐d‐old plant grown seedlings *Pro35S:LBD29‐6Gly‐FLAG×siz1‐2*, *Pro35S:LBD29‐6Gly‐FLAG* or *ProLBD29:LBD29^WT^‐GFP/lbd29*, *ProLBD29:LBD29^K21/24R^‐GFP/lbd29*. Protoplasts were prepared as previously described [69]. The roots were fixed in formaldehyde, chromatin was clipped to an average length of 200–500 bp and then immunoprecipitated with anti‐FLAG/anti‐GFP. After purification by reverse crosslinking, immunoprecipitation, and input DNA were quantitatively analyzed by RT‐PCR. ChIP enrichment was assessed by comparing the threshold period of ChIP samples with their own input. The resulting data are presented as fold change relative to Actin. qPCR using primers listed in Table S3.

### 4.14 Transient Expression

The CDS of *LBD29^WT^*, *LBD29^K21/24R^*, *ARF7*, and *ARF7^2SIM^* were amplified, and the resulting sequences were introduced into *pBI221* to place them under the control of the *CaMV35S* promoter. The *EXP14* promoter sequences were amplified and introduced into the *pGreenII0800‐LUC* reporter vector. Both recombinant plasmids were then transferred into Col‐0/*siz1‐2 Arabidopsis* protoplasts. Firefly luciferase and Renilla luciferase activities were measured using the Dual‐Luciferase Reporter Assay System. LUC activity was normalized against Renilla luciferase activity.

### 4.15 Quantitative Real‐Time Polymerase Chain Reaction

8‐d‐old Col‐0 seedlings were treated with 10 µm NAA for 1, 3, 6, 12, and 24 h, and ∼0.1 g of root tissue was collected for total RNA extraction. 8‐d‐old Col‐0, *arf7*, *arf7/19*, and *lbd16/18/29* seedlings were collected for total RNA extraction. For qRT‐PCR, RNA was isolated from roots using a RNeasy Plant Mini Kit (TIANGEN, DP419, PK145) following the manufacturer's protocol. The RNA was then reverse‐transcribed into cDNA using HiScript III RT SuperMix for qPCR (+gDNA wiper) (Vazyme, #R323). Quantitative PCR (qPCR) was performed on a MyiQ Real‐time PCR Detection System (Bio‐Rad, Hercules, CA, USA) using the ChamQ SYBR Color qPCR Master Mix (Q411, Vazyme, Nanjing, China). *ACTIN2* (At3g18780) was used as an internal control. Three biological replicates were performed, and each biological replicate was represented by three technical replicates. Primers used for qRT‐PCR are listed in Table S3.

### 4.16 Light Microscopy and Confocal Imaging

To visualize LR, 8‐day‐old seedlings underwent treatment following a previously described procedure [62]. Observation and imaging were conducted using an Olympus BX53 microscope equipped with a DP72 camera and cellSens Standard 1.6 software.

For PI staining, 8‐d‐old *Arabidopsis* seedlings were incubated with 1 mg mL^−1^ PI solution (Sangon Biotech) for 1 min. Subsequently, the treated seedlings were placed on a microscope slide for observation and imaging using a Zeiss LSM880 confocal microscope. During imaging, GFP was excited at a wavelength of 488 nm and detected within a range of 493–594 nm. PI was excited at 488 nm and detected within a range of 600–630 nm.

### 4.17 Accession Numbers

All genes sequence information in this article can be found in *Arabidopsis* Genome Initiative according to accession numbers as follows: *SIZ1* (AT5G60410), *LBD29* (AT3G58190), *ARF7* (AT5G20730), *ARF19* (AT1G19220), *EXP14* (AT5G56320), *SUMO1* (AT4G26840), *LAX3* (AT1G77690), *STOP1* (AT1G34370).

### 4.18 Statistical Analysis

Statistical analyses were performed using SPSS software (version 21, IBM) with Student's *t*‐tests and one‐way ANOVA with Tukey's multiple comparison test to determine significance. For Student's *t*‐tests, a *p*‐value < 0.05 was considered statistically significant, with asterisks indicating different significance levels (^*^ *p* < 0.05, ^**^ *p* < 0.01, and ^***^ *p* < 0.001). Similarly, for one‐way ANOVA with Tukey's multiple comparison test, *P*‐values < 0.05 were regarded as statistically significant. All data were presented as means and standard error or standard deviation. Statistical details can be found in the figure legends, including biological repeats.

## Author Contributions

X.K. and Z.D. designed the research. J.S., Q.Y., Y.C., and L.Z performed the research. J.S., Q.Y., Z.D., X.K., and X. Y. analyzed data. J.S., Q.Y., X.K., and Z.D. wrote the article.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Supporting File 1**: advs76633‐sup‐0001‐SuppMat.pdf.

**Supporting File 2**: advs76633‐sup‐0002‐TableS1.xlsx.

**Supporting File 3**: advs76633‐sup‐0003‐TableS2.xlsx.

**Supporting File 4**: advs76633‐sup‐0004‐TableS3.xlsx.

## Data Availability

The data that support the findings of this study are available on request from the corresponding author. The data are not publicly available due to privacy or ethical restrictions.

# Supplementary material for: SIZ1‐Mediated SUMOylation of LBD29 Recruits ARF7 to Fine‐Tune Auxin Signaling in Lateral Root Development
**Source:** Adv Sci (Weinh). 2026 Jul 17:e76633. Online ahead of print. doi: 10.1002/advs.76633
**Supplement:** Supplementary file 1 — Supporting File 1: advs76633‐sup‐0001‐SuppMat.pdf.

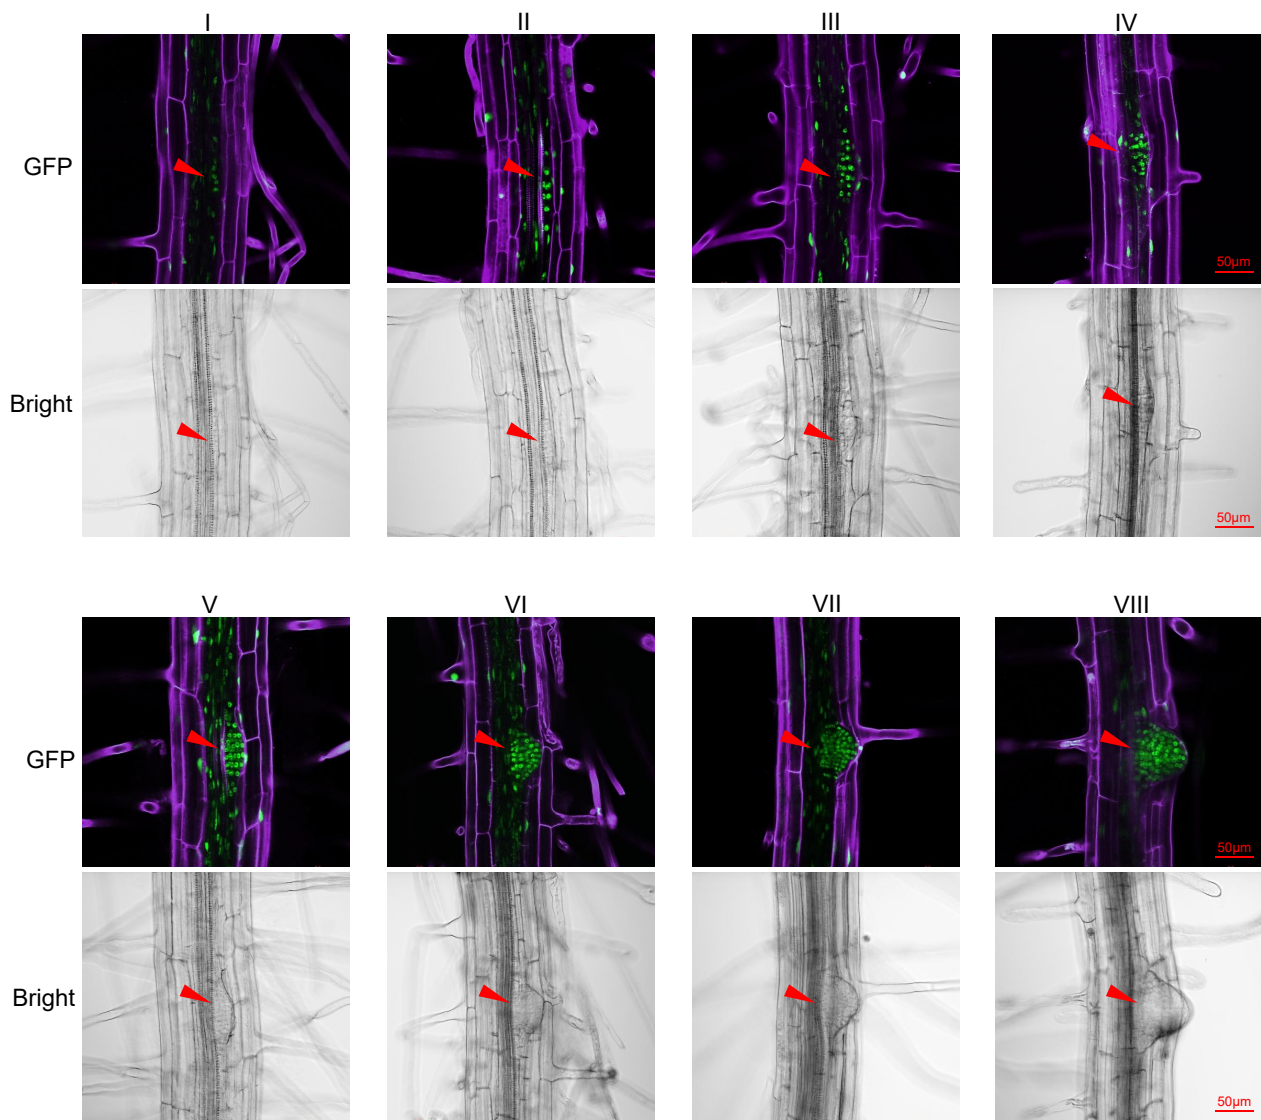

Figure S2 *SIZ1* is expressed at stages I to VIII of LR development

Fluorescence images of the LRP of 8-d-old *ProSIZ1:SIZ1-GFP/siz1-2* seedlings. In all fluorescent images, we replaced red (propidium iodide signal) with magenta. Bar, 100 µm.

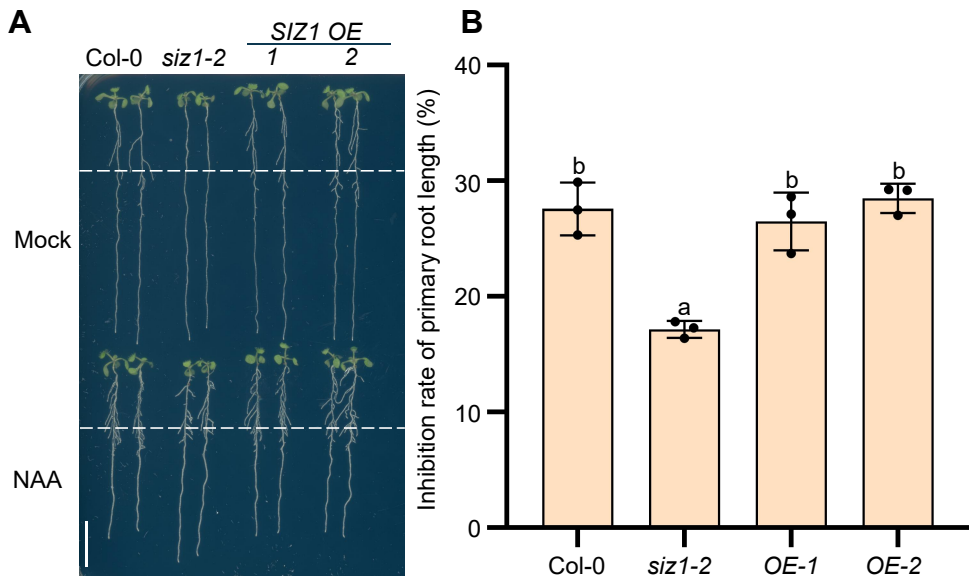

Figure S3 SIZ1 positively regulates auxin-mediated primary root elongation

(A) LR phenotypes were assessed in 10-d-old seedlings of Col-0, *siz1-2* and *SIZ1*-overexpressing lines. Scale bar, 1 cm. Col-0, *siz1-2* and *SIZ1*-overexpressing seedlings grown on $1/2$ MS medium for 5 days were transferred to $1/2$ MS medium supplemented with 100 nM NAA and grown for an additional 5 days.

(B) The degree of inhibition of the main root length in (A). Three independent biological replicate experiments all produced similar results, and at least 12 seedlings of each strain were used for statistical analysis. Each point represents one repetition, and different lowercase letters indicate significant differences obtained through one-way ANOVA, followed by Tukey's multiple comparison test ($P < 0.05$). Data are indicated as means $\pm$ SD ($n = 3$).

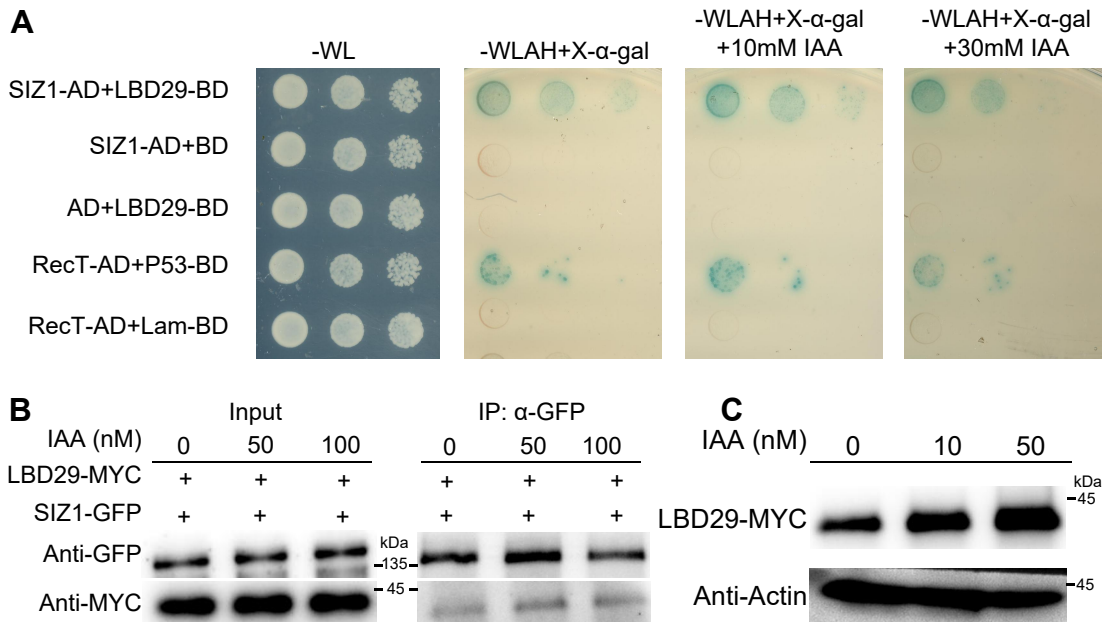

Figure S4 Auxin slightly promotes the interaction between SIZ1 and LBD29, but induces LBD29 protein accumulation

(A) Y2H assay to detect the effect of auxin on the interaction between LBD29 and SIZ1. Yeast cells co-transformed *pGADT7-SIZ1* and *pGBKT7-LBD29* were dropped onto SD-WL, SD-WLAH + X- α -gal, SD-WLAH + X- α -gal +10 mM IAA/30 mM IAA medium. The negative control and positive control were transformed with commercial plasmids. AD, activation domain; BD, DNA binding domain.

(B) co-IP assays were performed in *Arabidopsis* protoplasts to investigate the effect of auxin on the interaction between LBD29 and SIZ1. Protoplasts were isolated from leaves of Col-0 and co-transformed with *SIZ1-GFP* and *LBD29-MYC* constructs. After overnight incubation, the protoplasts were treated with 50 or 100 nM IAA for 4 h. Protein extracts were then subjected to western blot analysis.

(C) A transient transformation assay in protoplasts was performed to verify that auxin promotes the accumulation of LBD29 protein. Protoplasts were isolated from leaves of Col-0 and transformed *LBD29-MYC* constructs. After overnight incubation, the protoplasts were treated with 10 or 50 nM IAA for 4 h. Protein extracts were then subjected to western blot analysis.

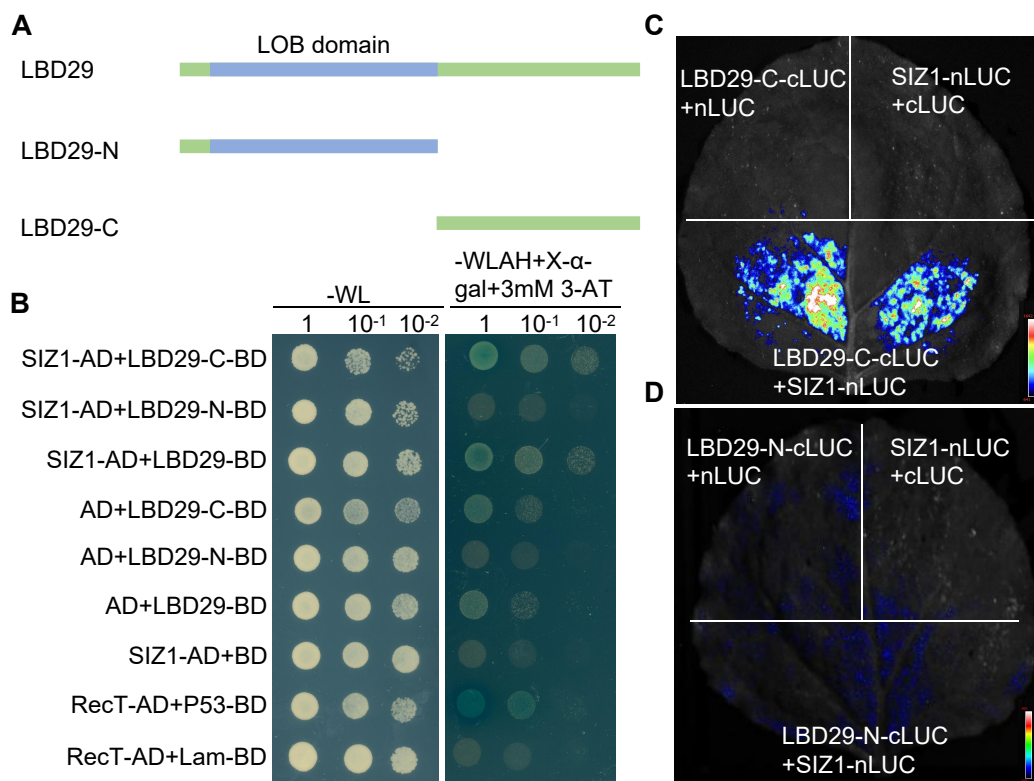

Figure S5 Physical interactions of SIZ1 protein with LBD29-N/C

(A) Schematic diagram of LBD29 protein structure.

(B) Y2H assays showing the LBD29-C/N interacts with SIZ1. Yeast cells were grown on SD-WL and SD-WLAH + X- α -gal + 3 mM 3-AT medium. Yeast cells co-transformed with *pGADT7-LBD29-C/N* and *pGBKT7-SIZ1* were dropped onto SD-WL and SD-WLAH + X- α -gal + 3 mM 3-AT medium.

(C) LCI assay showing that LBD29-C interacts with SIZ1. Three different combinations, including two negative controls, were separately injected into four different areas of the leaf. nLUC/cLUC, N-terminal/C-terminal luciferase.

(D) LCI assay showing that LBD29-N interacts with SIZ1. Three different combinations, including two negative controls, were separately injected into four different areas of the leaf. nLUC/cLUC, N-terminal/C-terminal luciferase.

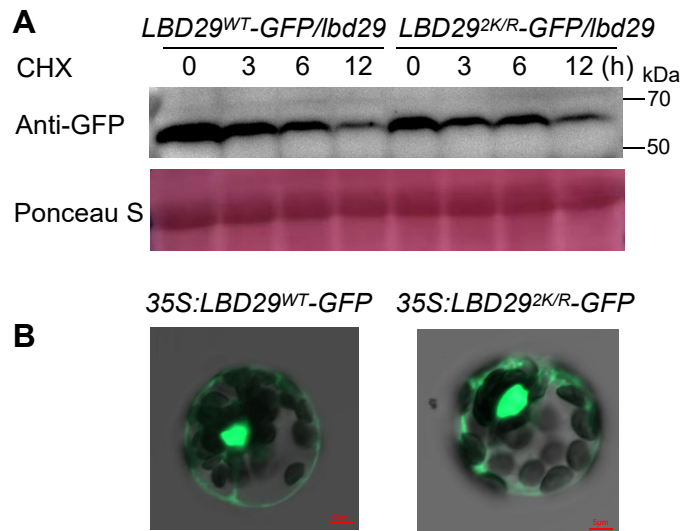

Figure S6 SUMOylation does not affect the protein stability or subcellular localization of LBD29

(A) The SUMOylation modification does not affect the protein stability of LBD29. *LBD29^{WT}-GFP/lbd29* and *LBD29^{2K/R}-GFP/lbd29* seedlings were treated with 150 μ M CHX for 3, 6, and 12 h, respectively. Protein extracts were then subjected to western blot analysis to examine the protein stability of LBD29^{WT}-GFP and LBD29^{2K/R}-GFP.

(B) The SUMOylation modification does not affect the subcellular localization of LBD29. The *35S:LBD29^{WT}-GFP* and *35S:LBD29^{2K/R}-GFP* plasmids were separately transformed into protoplasts isolated from Col-0, and the GFP signals were then observed using a confocal laser scanning microscope. Bar, 50 μ m.

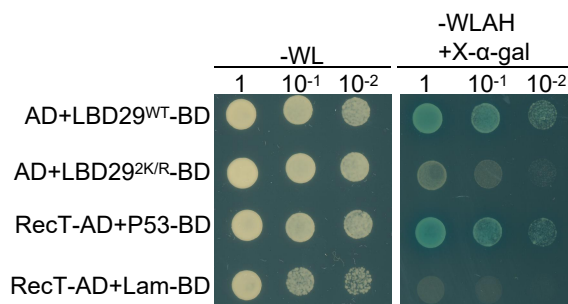

Figure S7 Y2H autoactivation test of LBD29

Interaction of LBD29^{WT} or LBD29^{2K/R} with AD in a Y2H assay. Yeast cells were grown on SD-WL and SD-WLAH + X-α-gal medium. Yeast cells co-transformed with *pGADT7* and *pGBKT7-LBD29^{WT}* or *pGBKT7-LBD29^{2K/R}* were dropped onto SD-WL and SD-WLAH + X-α-gal medium. The negative control and positive control were transformed with commercial plasmids. AD, activation domain; BD, DNA binding domain.

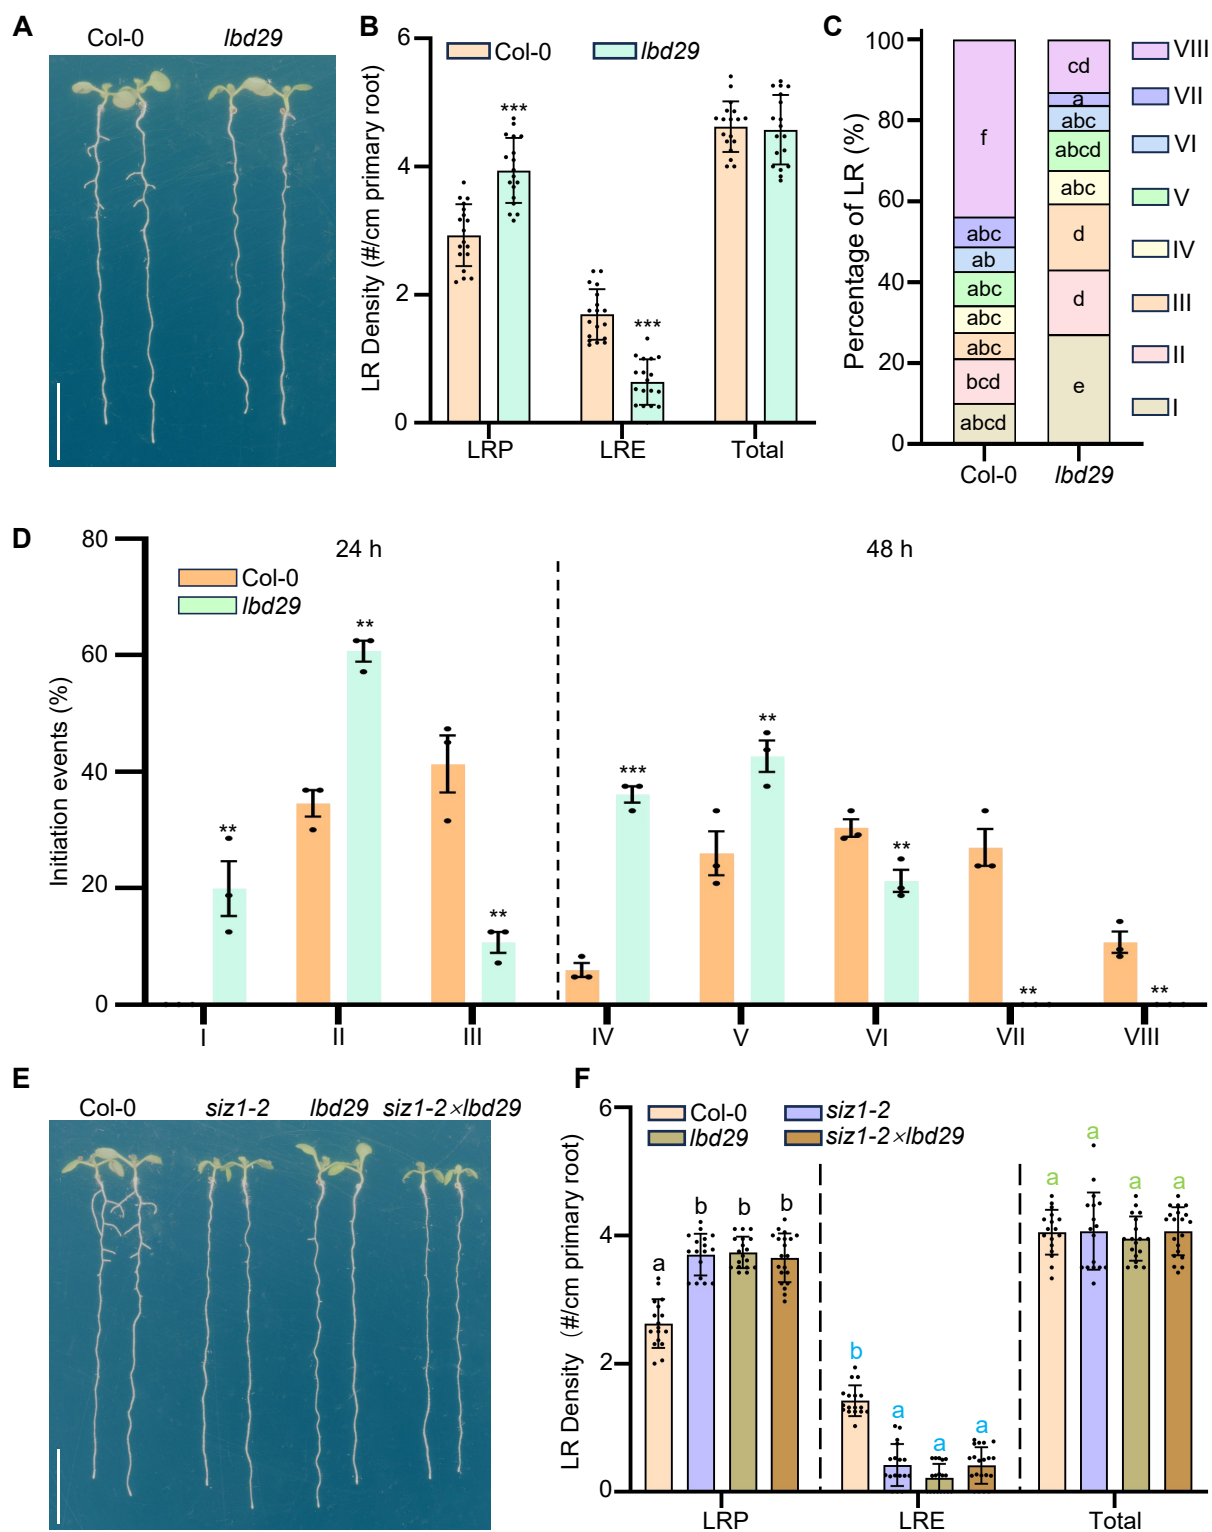

Figure S8 LR phenotype of the *lbd29*

(A) LR phenotypes were assessed in 8-d-old seedlings of Col-0 and *lbd29*. Scale bar, 1 cm.

(B) LR density of Col-0 and *lbd29*. Three independent biological replicates produced similar results, and at least 18 seedlings per line were used for statistical analysis. All plant materials were compared with the Col-0. *** $P < 0.001$, as determined by a Student's t test. Data are indicated as means $\pm$ SD ($n \geq 18$).

(C) The proportion of LR at different stages were analyzed in 8-d-old seedlings of WT and *lbd29*. Roman numerals I-VIII represent LR developmental stages. Different letters indicate significant differences of the same developmental stage LR proportion among different plants used one-way ANOVA ($P < 0.05$, $n \geq 17$).

(D) The synchronized initiation of LRP was induced using gravitropic stimulation at the site of root bending in the 3-d-old seedlings of Col-0 and *lbd29* (~30 seedlings were measured in each material). Phenotypic analysis of LRP stage I and stage II, stage III to E was achieved after 24 h and 48 h gravistimulus compared with Col-0, respectively. As determined by a Student's t test. ** $P < 0.01$, *** $P < 0.001$. Data are indicated as means $\pm$ SE ($n = 3$).

(E) LR phenotypes were assessed in 8-d-old seedlings of Col-0, *siz1-2*, *lbd29*, and *siz1-2* $\times$ *lbd29*. Scale bar, 1 cm.

(F) LR density of Col-0, *siz1-2*, *lbd29*, and *siz1-2* $\times$ *lbd29*. Three independent biological replicates produced similar results, and at least 20 seedlings per line were used for statistical analysis. Different lowercase letters indicate significant differences by one-way ANOVA, followed by Tukey's multiple comparison test ($P < 0.05$). Data are indicated as means $\pm$ SD ($n \geq 20$).

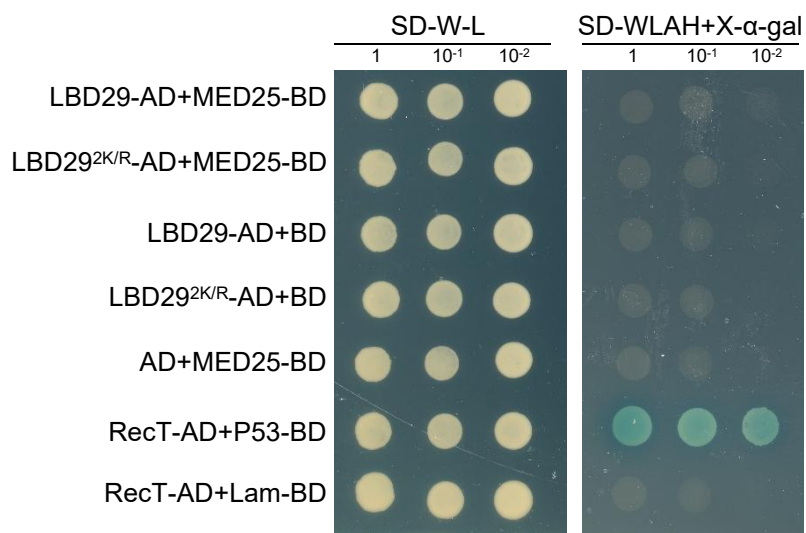

Figure S9 LBD29 does not interact with MED25

Interaction is indicated by the ability of cells to grow on SD/-WL medium and SD/-WLAH + X- α -gal medium for 3 days after plating. The negative control and positive control were transformed with commercial plasmids. AD, activation domain; BD, DNA binding domain.

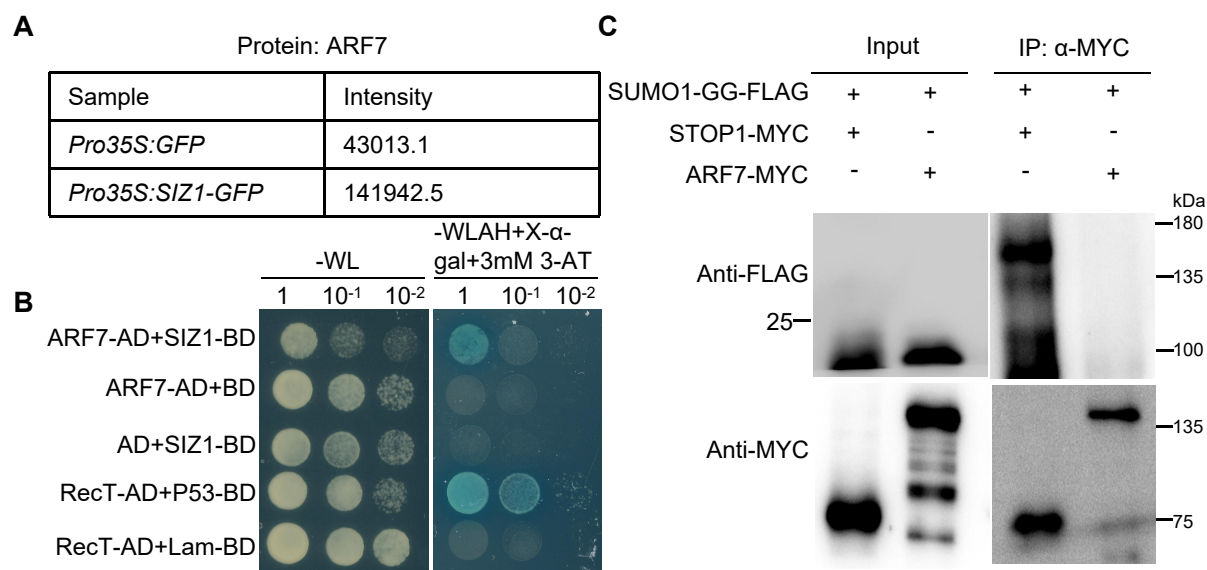

Figure S10 SIZ1 interacts with ARF7

(A) The sequence intensity of ARF7 identified by IP-MS using 10-d-old *pro35S:SIZ1-GFP* and *pro35S:GFP* seedling roots.

(B) Y2H assay for detecting the interaction between SIZ1 and ARF7. Yeast cells co-transformed *pGADT7-ARF7* and *pGBKT7-SIZ1* were dropped onto SD-WL and SD-WLAH + X- α -gal + 3 mM 3-AT medium. The negative control and positive control were transformed with commercial plasmids. AD, activation domain; BD, DNA binding domain.

(C) ARF7 SUMOylation detected in Col-0 protoplasts. *ARF7-MYC* was transiently co-expressed with *FLAG-SUMO1-GG* in Col-0 protoplasts. Total proteins extracts (input) were immunoprecipitated with anti-MYC antibody. Anti-MYC and anti-FLAG antibodies were used for the immunoblotting analyses of the input proteins and the immunoprecipitated proteins. *STOP1-MYC* was positive control.

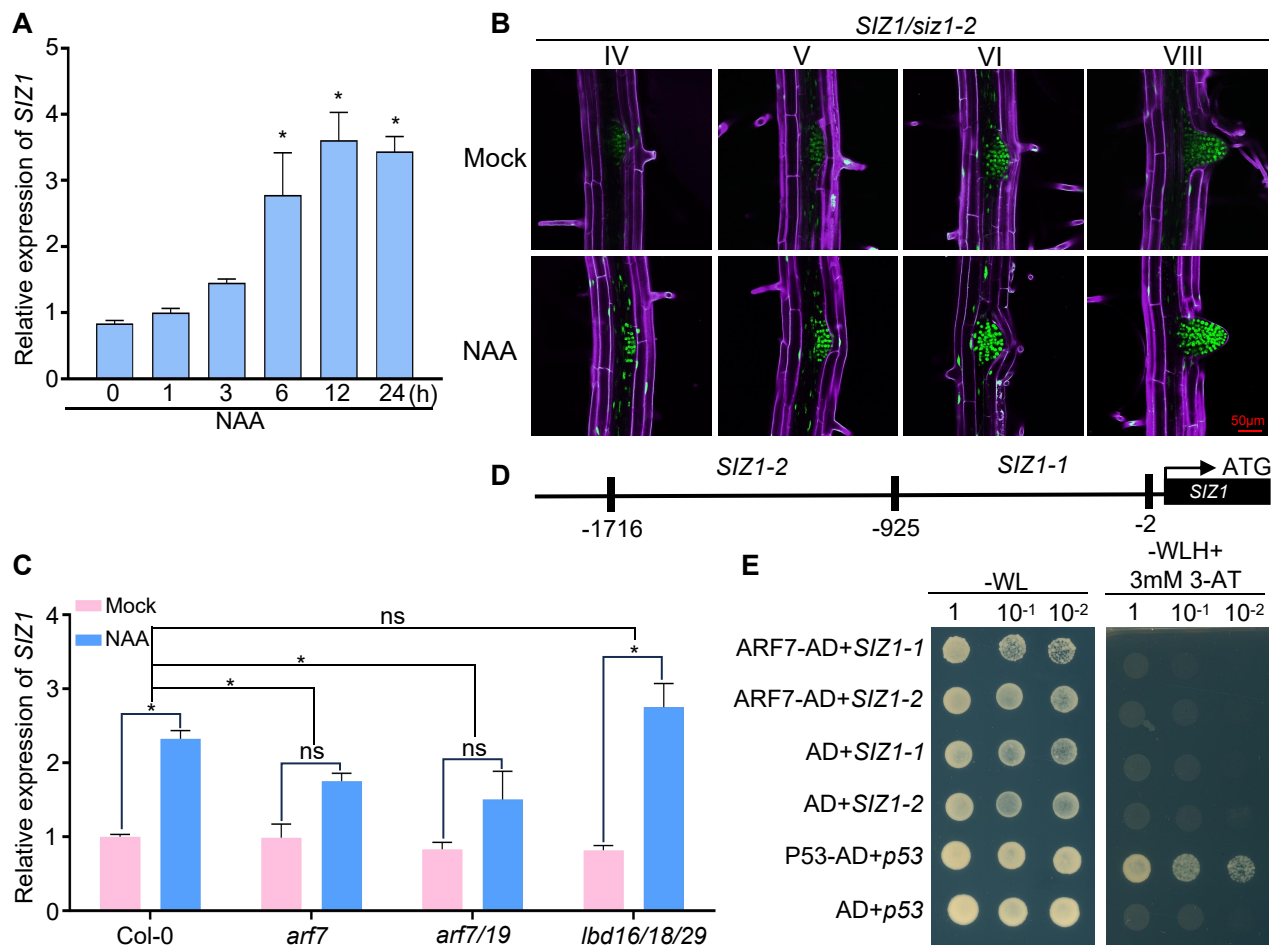

Figure S11 NAA induces *SIZ1* expression

(A) Real-time fluorescence quantitative PCR (qRT-PCR) analysis showing the relative expression levels of *SIZ1* in the Col-0 with or without 10 μ M NAA. Total RNA was extracted from primary roots of 8-d-old seedlings. Three biological replicates with three technical replicates for each biological replicate were performed with similar results. Data represent mean $\pm$ SE ($n = 3$). * $P < 0.05$, as determined by a Student's t test.

(B) Fluorescence images of the LRP stage VI and VIII of 8-d-old *ProSIZ1:SIZ1/siz1-2* seedlings treated with or without 10 μ M NAA for 12 h. In these fluorescent images, we replaced red (propidium iodide signal) with magenta. Bar, 50 μ m.

(C) qRT-PCR analysis showing the relative expression levels of *SIZ1* in the Col-0, *arf7*, *arf7/19*, and *lbd16/18/29* treated with or without 10 μ M NAA. Total RNA was extracted from primary roots of 8-d-old seedlings. The expression level in the Col-0 was set to "1." Three biological replicates with three technical replicates for each biological replicate were performed with similar results. Data represent mean $\pm$ SE ($n = 3$). * $P < 0.05$, as determined by a Student's t test.

(D) Schematic diagram of the *SIZ1* promoter used for Y1H assay.

(E) Y1H assay testing binding of ARF7 to the *SIZ1* promoter. The yeast transformants were dropped onto SD-WLH medium. The yeast transformants were dropped onto SD-WLH + 3 mM 3-AT medium. The negative control and positive control were transformed with commercial plasmids.

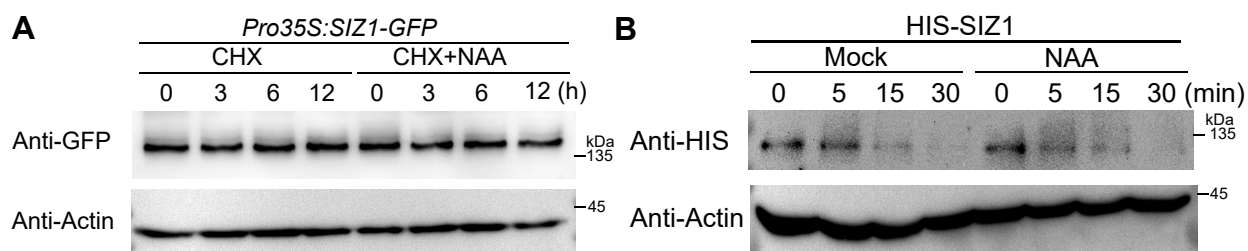

Figure S12 Auxin does not affect the protein stability of SIZ1

(A) *In vivo* assay for SIZ1 protein stability. 10-d-old seedlings of *Pro35S:SIZ1-GFP* were subjected to treatments with 150 μ M CHX or a combination of 150 μ M CHX + 10 μ M NAA for 0, 3, 6 and 12 h, respectively. SIZ1 was detected by anti-GFP antibody. Actin served as a loading control.

(B) Cell-free assays showed that auxin does not affect the degradation of SIZ1 *in vitro*. Total proteins were extracted from 10-d-old seedlings of WT with or without 10 μ M NAA and incubated with recombinant HIS-SIZ1 for 0, 5, 15 and 30 min, respectively. HIS-SIZ1 protein was detected by anti-HIS antibody. Actin served as a loading control.

How the deposited data were processed for this re-analysis (not part of the article)

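The study sequenced RNA from roots of Col-0 and *siz1-2* seedlings on MS medium and after 0.5 µM IAA, with 3 libraries in each of 4 groups. The authors deposited 1 table of FPKM values per gene for the 12 libraries, made on the data analysis platform of their sequencing provider. The aligner, the genome build, the annotation and the test behind the paper's DEGs are not given in the sources used here. No read counts were used, and no count-based test was run. Each library's group was taken from the title and characteristics of its label, while the treatment protocol in the labels names IAA for all 12 libraries, those on MS included. The paper's and the labels' ages of the seedlings (8 and 7 days) are both given with the data. Because no build is named, gene names, the order of neighbouring genes and exonic lengths were taken from the RefSeq table of the assembly TAIR10.1, in which all 23853 genes of the table were found, and no coordinates are printed.

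From the deposited FPKM, log2(FPKM + 0.5) was computed for the 18743 genes with at least 1 FPKM in at least 3 libraries. A model of 4 group means was fitted to all 12 libraries with limma (version 3.58.1, R 4.3.3, with a trend of the variance with the mean level). The contrasts were IAA against MS in Col-0 and in *siz1-2*, the difference between these responses (the interaction), and *siz1-2* against Col-0 on MS and with IAA. P-values were adjusted by Benjamini-Hochberg within each contrast. A DEG had an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The paper's text names no threshold for the RNA-seq, so the limit of its Figure 1B for proteins was used. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and statmod 1.5.0 served limma's block fit.

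The test was tested on simulated data made from these libraries, with noise independent between genes and changes set in genes above 5 FPKM. For IAA against MS in Col-0 it called 33 of 100 genes changed by a fold of 1.5 among 18743 tested. It called 87 of 100 changed by a fold of 2 and 97 of 100 changed by a fold of 3. For the interaction it called 5 of 50 genes with a fold of 1.5, 24 of 50 with a fold of 2 and 43 of 50 with a fold of 3. It called 11 genes left unchanged in the first and 4 in the second. The absolute depth of the libraries is unknown, because FPKM carry no counts. Their relative depth was read from the steps between the values of genes under 0.5 FPKM.

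There were 39 lists, 31 of gene families and pathways and 8 of cell type markers, with 677 members. Of these members 640 were matched to 1 gene by exact name, 611 are in the table and 513 were tested, and 2 names that belong to another gene as well were left out. For each contrast, 37 lists were tested with limma's camera with an estimated correlation, beside a preset correlation of 0.01, and adjusted over the lists. With the preset correlation 12 lists passed for IAA in Col-0 and 12 in *siz1-2*, and with an estimated correlation 3 passed in each. Lists that are not described entered the adjustment over the lists and the counts of lists and members.

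The rule for naming genes had 4 parts. The first took every auxin, SUMO or lateral root gene that the paper names. Part 2 took the 8 largest rises and falls per contrast among DEGs with a mean of at least 5 FPKM in the higher group and no overlap between the libraries of the groups compared. Part 3 took the 10 smallest interaction p-values, over all genes and among the DEGs called in Col-0 alone, and part 4 the 2 to 4 largest limma statistics in each list described. TPR1 and PHR1 could not be matched to 1 gene, and SAE1B, MPK14 and HAE were below the filter. Not all genes that the rule takes are reported here. Genes of near-identical families (such as SAUR24 and its neighbours, GSTF6 and GSTF7, or AT5G46890 and AT5G46900) may exchange reads, and their single values are uncertain.

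The alternatives were pseudocounts of 0.1 and 1, no filter, a filter of 5 FPKM, quantile normalization, median centring, limma without the trend, limma with robust estimation, only the 2 compared groups, the replicate number as a block, other thresholds, and each library left out in turn. The alternatives added after the data were seen were median-of-ratios factors, alone or with an unadjusted p, removal of a trend with exonic length, and leaving out Col-0 IAA replicate 1 and *siz1-2* IAA replicate 2 together. Other splits of the libraries were fitted, all 10 splits of 3 against 3 libraries or 100 regroupings drawn with a fixed seed. Regrouping the genotypes within each treatment turns differences between the genotypes into differences of response. The regroupings were therefore run again, as a later addition, after the mean difference of *siz1-2* from Col-0 over both treatments was taken off each gene, which leaves the results of the real grouping as they are. On MS, the same-numbered libraries of Col-0 and *siz1-2* deviated together in all 3 pairs (correlations of 0.119, 0.203 and 0.337, against −0.280 to 0.150 for different numbers). The numbers were taken to pair these libraries, on the data alone, as no source used here says what they stand for, and a fit with the number as a block within MS was added. No other 2 groups had all 3 pairs above 0.1. The protein, qRT-PCR, ChIP and imaging data of the paper were not analysed here.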

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

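The tests on the scaling of the libraries, on Col-0 IAA replicate 1, on IAA as the origin of the green tissue signal and on a deletion, and the regroupings with the genotype difference taken off, were chosen only after the results had been seen.

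The response to IAA differed between the genotypes for 3 genes in limma's interaction contrast, all with a smaller response in *siz1-2*: GH3.3 (log2 difference −3.06), SAUR45 (−1.57) and AT5G14690 (−1.32). The regroupings planned for this count do not decide on chance: 6 of 100 regroupings of the genotypes within each treatment called as many or more, up to 107 genes, but they carry the genotype difference into the response. With the mean genotype difference taken off each gene, 2 of 100 did, the real grouping included, and the highest other called 6. That step takes off part of the spread between libraries as well. These regroupings also ignore the numbers that may pair the MS libraries. They do not decide on chance, for the count or for any single gene. The call of SAUR45 was lost in 15 of 24 alternatives, among them median centring (−1.70) and the replicate number as a block (−1.57). That of AT5G14690 was lost without Col-0 MS replicate 2 (−1.31), *siz1-2* IAA replicate 1 (−1.28) or *siz1-2* IAA replicate 3 (−1.33). GH3.3 passed under all 24 alternatives run for it.

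The DEGs called in Col-0 alone had a smaller response in *siz1-2*, and 38.4% of the Col-0 DEGs fell in this class. The share was 38.3% after median-of-ratios factors and 33.9% without Col-0 IAA replicate 1, so most of it stayed in both cases. A share counts calls and not the size of the responses, so these values do not test either as a cause of the smaller response. The choice of the genes on the same libraries could account for part of the difference and stays open: genes chosen on 2 libraries per group kept a median of 42.8% of it in the libraries left out, with a range of −0.943% to 114% over 81 ways. Genes chosen as called in *siz1-2* alone kept a median of 48.6% of the opposite difference, with a range of −10.9% to 138%. The loss in the 2 classes was not compared by a test. A weaker response to IAA without SIZ1 is a biological explanation the design gives, and it stays open too. A level that differs between the genotypes before IAA is another, and it was not tested. Of the 465 genes called in Col-0 alone, 69 were DEGs between the genotypes on MS and 56 with IAA. Over all 18743 tested genes these DEGs numbered 421 and 604. With the mean genotype difference taken off each gene, 1 of 100 regroupings, the real one, gave a share of at least 38.4%, and the highest other gave 38.0%. This does not decide on chance: the margin is smaller than the move of the share on leaving out 1 library (32.7% to 48.1%). The regroupings also ignore the numbers that may pair the MS libraries. With the genotype difference kept, 10 of 100 regroupings gave as large a share (up to 53.8%), which does not decide on chance.

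Green tissue markers were high in Col-0 IAA replicate 1 and *siz1-2* IAA replicate 2, with all 25 above the other libraries of their group in both. IAA as the cause is argued against by 3 IAA libraries whose marker median is no higher than that of an MS library of the same genotype. A candidate explanation is shoot tissue in the harvest. A list of shoot development, stomatal and cuticle genes without photosynthesis genes (18 of 20 in the table) lay at percentile 99.74 in the first library and 100.0 in the second among 10000 random lists of the same size and level. Above both other libraries of the group lay 9 of the 18 genes in the first and 14 in the second. Most were low, and in the first library YAB5 (0.0909 FPKM) and MYB60 (0.194 FPKM) were below replicate 2 (0.289 and 0.847 FPKM). Greening of the root itself was not tested.

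AT4G29200 and AT1G27565 were near 0 in every *siz1-2* library, a signal outside the genes the paper discusses. AT4G29200 was at 27.4 to 48.3 FPKM in the Col-0 libraries and at 0 to 0.199 FPKM in those of *siz1-2* (log2 fold change −6.05 on MS, adjusted p = 1.3e-09 from limma), and AT1G27565 at 4.63 to 13.9 and 0 to 0.177 FPKM (−3.26, adjusted p = 1.2e-06 from limma). A deletion that reaches the nearest tested genes is argued against, since the lowest of these 4 neighbours in *siz1-2* was at 94.0% of its Col-0 level. A deletion that takes in only untested genes between them was not examined. A deletion or insertion within each gene, an allele that differs from the reference, and an effect of SIZ1 on these genes were not tested and stay open.

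Between *siz1-2* and Col-0, a comparison the paper does not report, 421 genes were DEGs on MS and 604 with IAA (limma). On MS 57.5% of them were higher in *siz1-2*, against 72.5% with median centring and 68.7% with median-of-ratios factors. The 10 splits of 3 against 3 libraries are too few for a share under 0.05, with 421 DEGs in the real split on MS and 0 as the highest other, and 604 and 10 with IAA. On MS the highest was 0 both in the 3 other splits that part all pairs of the same number and in the 6 that part 1 pair.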

How the results depend on the processing

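The median-of-ratios factors, alone or with an unadjusted p, the removal of a length trend, the block within MS, the fit without both libraries of high green markers and the regroupings with the genotype difference taken off were chosen only after the data had been seen. For 253 pairs of a named gene and a comparison, 4739 of 4877 alternatives gave the same direction and side of the threshold. Of the 192 pairs past an adjusted p of 0.05 in limma, 173 kept both under every alternative run, and none changed sign under any. Many of these genes were named for large or clear effects in the same libraries, so these counts do not measure how stable calls are in general. The pseudocount flattens the fold changes of genes of a few FPKM. No absolute depth is known, so what depth limits was not tested.

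With an adjusted p under 0.05 and no fold limit, the DEGs numbered 3241 in Col-0 and 3349 in *siz1-2*, 1876 were shared, the genotype DEGs were 994 on MS and 1709 with IAA, and the interaction genes were 1 among those of Col-0 alone and 2 among the shared. The wider limit takes in more genes by construction. The median weakening was then 6.3e-05, against −0.10. With an unadjusted p the interaction genes numbered 2124, with 190 among the DEGs of Col-0 alone and 129 among the shared, and with median-of-ratios factors as well 2226, 195 and 135. Limma without the trend gave 5 interaction genes. Under no filter, median centring, median-of-ratios factors, the removal of the length trend, or an adjusted p under 0.01, 1 of the DEGs of Col-0 alone passed the interaction, against 2. The cause of these changes was not tested.

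The replicate numbers were taken to pair the libraries on MS alone, from the data and from no stated source. There the block within MS gave 414 genotype DEGs (426 with the length trend removed) and changed no call of a named gene or of the lists described. Over all groups, deviations of libraries with the same number had correlations of −0.279 to 0.337 (median 0.0161, 18 pairs), those with different numbers −0.325 to 0.399, and 4 of 12 libraries were closest to their own number. With the replicate number as a block in all 12 libraries, 1203 genes were DEGs in Col-0, 1100 in *siz1-2* and 752 in both, 2 genes passed the interaction, and 1 of the DEGs of Col-0 alone did.

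Leaving out 1 library in turn gave 1113 to 1407 DEGs in Col-0, 1015 to 1213 in *siz1-2*, 689 to 821 shared, 330 to 405 between the genotypes on MS and 478 to 661 with IAA, and 81 to 89 of the Table S2 genes. The share of Col-0 DEGs not called in *siz1-2* was 32.7% to 48.1%, and that of *siz1-2* DEGs not called in Col-0 29.3% to 35.9%. The median weakening was −0.14 to −0.04. The interaction genes numbered 1 to 7, with 1 without Col-0 MS replicate 2, *siz1-2* IAA replicate 1 or *siz1-2* IAA replicate 3 and 7 without *siz1-2* MS replicate 3. They were 0 to 3 among the DEGs of Col-0 alone (0 without the first 3 of these libraries) and 1 to 2 among the shared (2 without *siz1-2* MS replicate 2 or 3). Without both libraries of high green markers, 1222 genes were DEGs in Col-0, 821 were shared and the share not called in *siz1-2* was 32.8%.

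Sign changes were confined to values near 0 that had not passed the test. In *siz1-2* with IAA, IAA17 was at −0.0333 with median centring, −0.0257 with median-of-ratios factors and −0.0502 to 0.161 on leaving out 1 library. AT3G13650 was at −0.0417, −0.0336 and −0.0380 to 0.175 under the same alternatives. On leaving out 1 library, ERF13 was at −0.0208 to 0.469 and AT3G59930 at −0.00353 to 0.224. SIZ1 in *siz1-2* was at −0.168 with the length trend removed, −0.0619 with median centring, −0.0513 with median-of-ratios factors, −0.0608 with quantile normalization and −0.0544 to 0.128 on leaving out 1 library, and in Col-0 at −0.0314 to 0.147 on leaving out 1 library. The interaction of LBD29 was 0.0505 with the length trend removed and −0.270 to 0.107 on leaving out 1 library.

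Splits of 3 against 3 libraries number 10, too few for a share under 0.05: 1 of 10 reached the real count, the real split itself, with 1211 DEGs in Col-0 against 1 in the highest other, 1096 in *siz1-2* against 3, and 90 Table S2 genes against 0. For the 746 shared DEGs 1 of 100 splits reached the real count and the highest other was 0. These 100 cross the 10 splits of each genotype, and a wrong split leaves at most 1 DEG in Col-0 or 3 in *siz1-2* to share. The result therefore does not decide whether the overlap exceeds chance. With the mean genotype difference taken off, 2 of 100 regroupings reach 2 interaction genes among the DEGs of Col-0 alone (highest other 6). This does not decide on chance, as the regroupings ignore the numbers that may pair the MS libraries. Chance is not excluded for the median weakening (35 of 100 reach 0.103, highest 0.232). Among the shared DEGs the count is a single gene (1 of 100 reaches 1, highest other 0), which does not decide on chance. With that difference kept, 5, 16 and 49 of 100 did (highest 21, 9 and 0.232), of which the first and second do not decide on chance.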

Differences from the paper's values

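No test in this part was chosen only after the result was seen, apart from the median-of-ratios factors where they are named. The paper's text names no threshold for its RNA-seq DEGs, so the counts may rest on other limits than the adjusted p of 0.05 and log2 limit of 1 used here.

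For genes called in *siz1-2* and not in Col-0, the paper's value is about 650 in Figure 1C, read by eye, and the value here is 350. None of 25 alternatives came within a factor of 1.5 of the paper's value.

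The paper's log2 fold changes in Table S2 lie near the log2 ratio of mean FPKM with no pseudocount, in *siz1-2* below it by a median of 0.10. Those here are on the log2(FPKM + 0.5) scale, so the log2 ratio of mean FPKM is given beside each. For BCA3 the paper's values are 2.99 in Col-0 and 4.41 in *siz1-2*, and those here 1.24 and 2.29 (ratios 2.99 and 4.49). For GASA6 the paper's values are 6.25 and 5.98, and those here 1.82 and 3.1 (ratios 6.35 and 6.04). The paper's value in Col-0 is 4.45 for GOX1 and −3.82 for VSP2, and those here are 1.96 and −2.32 (ratios 4.33 and −3.83). For these 6 values no alternative set before the data were examined came within the error.

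With a pseudocount of 0.1 and under no other alternative set before the data were examined, the following came within the error. The paper's value in Col-0 is 3.92 for TCH3 (here 3.53, ratio 3.90), 1.70 for AT3G11150 (here 1.49, ratio 1.68), 1.93 for PHT3;2 (here 1.02, ratio 1.93), 1.98 for AT5G13210 (here 1.73, ratio 1.97) and −2.03 for LecRK-VI.3 (here −1.52, ratio −2.04). In *siz1-2* the paper's value for AtBBE26 is 1.41 (here 1.08, ratio 1.51).

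For the remaining values a pseudocount of 0.1 and the other settings named came within the error, and no other alternative set before the data were examined did. For AtBBE26 in Col-0 the paper's value is 1.33 and that here 0.88 (ratio 1.32), which came within the error also without Col-0 IAA replicate 2. For LecRK-VI.3 in *siz1-2* the paper's value is −1.07 and that here −0.58 (ratio −0.97), within the error also without *siz1-2* MS replicate 3. The paper's value for PUCHI in Col-0 is 2.03 and that here 1.88 (ratio 2.02), within the error also without Col-0 MS replicate 3 or Col-0 IAA replicate 2. ATPMEPCRD in *siz1-2* is at −2.92 in the paper and −2.59 here (ratio −2.83), within the error also with quantile normalization, with median centring, and without *siz1-2* MS replicate 3 or *siz1-2* IAA replicate 2. AT1G78260 in *siz1-2* is at −2.44 in the paper and −2.18 here (ratio −2.34), within the error also with quantile normalization, with median centring, and without *siz1-2* MS replicate 3 or *siz1-2* IAA replicate 3.

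Of the 103 genes of Table S2, 13 were not DEGs in Col-0 here, and 12 of these were DEGs under at least 1 other setting. AT4G22490 did not pass the filter and was called with no filter. GSTF6 and GSTF7 were called with only the 2 compared groups, GSTF7 also with an unadjusted p, and GOX1 and PHT3;2 with either of these or a pseudocount of 0.1. CYP706A1 and AtBBE26 were called with a pseudocount of 0.1. SAP7, CP1, AZI1, AT3G57450, AT5G46710 and AtBBE26 passed with no fold limit, and SAP7, CP1 and AZI1 with median centring. With median-of-ratios factors, chosen after seeing the values, CP1 was called, and 13 genes of the table were not DEGs. MLP-300B (log2 fold change −0.96, adjusted p = 0.11 from limma) was called under none.

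The paper states that the genes called in Col-0 alone depend completely on SIZ1. The 465 genes called in Col-0 alone here, at the limits used here, are not the paper's set. Of these 465 genes, 197 passed an adjusted p of 0.05 from limma in *siz1-2* in the direction of Col-0 without reaching the log2 limit of 1, and 2 passed the test of the difference. On simulated data that test called 5 of 50 genes with a fold of 1.5, 24 of 50 with a fold of 2 and 43 of 50 with a fold of 3. Those changes were set in genes above 5 FPKM, with noise independent between genes.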

Other observations

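Some genes of the thalianol and marneral clusters and of flavonoid synthesis differed between *siz1-2* and Col-0 roots. The clusters were not tested as lists, and the flavonoid list did not pass with an estimated correlation. On MS, CYP708A2 of the thalianol cluster was at 108 ± 39.8 FPKM in Col-0 and 16.0 ± 12.8 FPKM in *siz1-2* (SD, n = 3 libraries each, log2 fold change −2.95, adjusted p = 0.0011 from limma). The thalianol synthase gene THAS1, at 99.2 ± 35.4 FPKM in Col-0, was lower as well (−2.81, adjusted p = 0.0075 from limma). CYP705A5 was at 136 ± 58.2 and 24.0 ± 24.5 FPKM (−2.94, adjusted p = 0.011 from limma), a call that was lost without Col-0 MS replicate 2 (−2.61). The acyltransferase gene AT5G47980 of this cluster, named after its values were seen, had −1.94 (adjusted p = 0.043 from limma). The marneral synthase gene MRN1 was at 10.4 ± 7.17 FPKM in Col-0 and 0.318 ± 0.252 FPKM in *siz1-2* (−3.52, adjusted p = 0.00041 from limma), and CYP71A16 and CYP705A12 beside it, named after their values were seen, had −2.08 and −1.76. With IAA, CYP708A2 (−2.84, adjusted p = 0.0012 from limma) and CYP705A5 (−2.29, adjusted p = 0.028 from limma) were lower in *siz1-2*, the latter call being lost in 6 of 19 alternatives. THAS1 (−1.46, adjusted p = 0.11 from limma) passed only with the 2 compared groups alone or the replicate number as a block, and MRN1 (−0.95, adjusted p = 0.2 from limma) and the 3 genes named after their values were seen did not pass. Of 8 genes of flavonoid synthesis, 6 were higher in *siz1-2* on MS and none was lower (7 and 0 when adjusted over the list alone, camera's adjusted p = 0.33 with an estimated correlation). The call of MYB12, 1 of the 6, was lost on leaving out any 1 of the MS libraries. With IAA 7 were higher (7 and 0 when adjusted over the list alone, adjusted p = 0.399 with an estimated correlation), and 5 without both libraries of high green markers. The flavonol synthase gene FLS1 was at 55.7 ± 9.17 FPKM in Col-0 and 125 ± 17.5 FPKM in *siz1-2* on MS (log2 fold change 1.16, adjusted p = 0.00051 from limma), and TT5 and UGT78D2 had 0.86 and 0.85.

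With IAA, root hair markers were higher in *siz1-2*, 8 of 12 and none lower (9 and 0 when adjusted over the list alone, camera's adjusted p = 0.191 with an estimated correlation). Without both libraries of high green markers 6 were higher, with median centring or median-of-ratios factors 7, and with the length trend removed 10. The cell wall protein gene PRP1 was at 18.4 ± 2.97 FPKM in Col-0 and 42.8 ± 9.18 FPKM in *siz1-2* (SD, n = 3, log2 fold change 1.18, adjusted p = 0.0014 from limma), and the NADPH oxidase gene RHD2 had 1.01. On MS 1 of the 12 was higher and none was lower (4 and 0 when adjusted over the list alone, adjusted p = 0.294 with an estimated correlation). With IAA, 5 of 13 genes of lateral root initiation and primordia were higher in *siz1-2* and none was lower (8 and 0 when adjusted over the list alone, adjusted p = 0.209 with an estimated correlation). Of 16 genes of jasmonate synthesis and signaling, 5 were lower in *siz1-2* on MS and 1 was higher (7 and 1 when adjusted over the list alone, adjusted p = 0.619 with an estimated correlation). With median centring, median-of-ratios factors or the length trend removed 3 were lower, and without both libraries of high green markers 7. The repressor gene JAZ2 was at 28.1 ± 3.3 FPKM in Col-0 and 14.3 ± 1.03 FPKM in *siz1-2* (−0.95, adjusted p = 0.0019 from limma). The largest differences on MS included ChlAKR, an aldo-keto reductase gene, at 0.282 ± 0.137 FPKM in Col-0 and 8.79 ± 2.10 FPKM in *siz1-2* (3.56, adjusted p = 2.9e-06 from limma), and AtDRM2, a dormancy- and auxin-associated gene, at 186 ± 35.8 and 29.2 ± 6.61 FPKM (−2.66, adjusted p = 2.4e-05 from limma). On MS and with IAA, 228 genes were DEGs between the genotypes in the same direction, and none were DEGs in opposite directions.

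The paper studies EXPA14 (as EXP14) and LAX3 as targets of LBD29. EXPA14, at 30.4 ± 2.12 FPKM on MS in Col-0, fell with IAA (SD, n = 3, log2 fold change −0.73, adjusted p = 0.0047 from limma), and was at 21.7 ± 4.86 and 16.8 ± 2.23 FPKM in *siz1-2* (−0.35, adjusted p = 0.13 from limma). The difference between these responses of EXPA14 did not pass limma's interaction contrast. The paper's evidence on this target is from ChIP-qPCR, a yeast assay and a promoter reporter in protoplasts, which transcript levels in roots with IAA do not test. LAX3 rose from 82.1 ± 2.05 to 368 ± 23.2 FPKM in Col-0 (2.16, adjusted p = 2.2e-08 from limma) and from 102 ± 5.37 to 298 ± 37.7 FPKM in *siz1-2* (1.53, adjusted p = 5.8e-07 from limma). The difference between these responses of LAX3 was −0.63 (standard error 0.15, adjusted p = 0.26 from limma). IAA3 rose by 1.22 in Col-0 and 1.52 in *siz1-2*, and SCE1, ERF13 and HSL2 did not pass the test in either genotype. SAE1A, TIR1 and MED25 did not pass it either, apart from some alternatives. In Col-0, SAE1A passed without Col-0 IAA replicate 1 (0.34), TIR1 without Col-0 IAA replicate 2 (0.41) or with the length trend removed (0.46), and MED25 without Col-0 IAA replicate 3 (−0.94). In *siz1-2*, TIR1 and MED25 passed with only the 2 compared groups (0.34 and 0.46).

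The paper's *siz1-2* values in Table S2 lie below the log2 ratio of mean FPKM of these libraries by a median of 0.10 over 57 genes, and its Col-0 values above it by 0.01. With median-of-ratios factors, chosen after these values had been seen, the ratio minus the paper's value had a median of −0.00364 in *siz1-2* and 0.000318 in Col-0. The median log2 fold change of all tested genes was 0.10 in *siz1-2* and −0.02 in Col-0.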
